# In search of epigenetic hallmarks of different tissues: an integrative omics study of horse liver, lung, and heart

**DOI:** 10.1007/s00335-024-10057-0

**Published:** 2024-08-14

**Authors:** Ewelina Semik-Gurgul, Klaudia Pawlina-Tyszko, Artur Gurgul, Tomasz Szmatoła, Justyna Rybińska, Tomasz Ząbek

**Keywords:** Methylome, miRNAome, Horse, Tissue, Transcriptome

## Abstract

DNA methylation and microRNA (miRNA) expression are epigenetic mechanisms essential for regulating tissue-specific gene expression and metabolic processes. However, high-resolution transcriptome, methylome, or miRNAome data is only available for a few model organisms and selected tissues. Up to date, only a few studies have reported on gene expression, DNA methylation, or miRNA expression in adult equine tissues at the genome-wide level. In the present study, we used RNA-Seq, miRNA-seq, and reduced representation bisulfite sequencing (RRBS) data from the heart, lung, and liver tissues of healthy cold-blooded horses to identify differentially expressed genes (DEGs), differentially expressed miRNA (DE miRNA) and differentially methylated sites (DMSs) between three types of horse tissues. Additionally, based on integrative omics analysis, we described the observed interactions of epigenetic mechanisms with tissue-specific gene expression alterations. The obtained data allowed identification from 4067 to 6143 DMSs, 9733 to 11,263 mRNAs, and 155 to 185 microRNAs, differentially expressed between various tissues. We pointed out specific genes whose expression level displayed a negative correlation with the level of CpG methylation and miRNA expression and revealed biological processes that they enrich. Furthermore, we confirmed and validated the accuracy of the Next-Generation Sequencing (NGS) results with bisulfite sequencing PCR (BSP) and quantitative PCR (qPCR). This comprehensive analysis forms a strong foundation for exploring the epigenetic mechanisms involved in tissue differentiation, especially the growth and development of the equine heart, lungs, and liver.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00335-024-10057-0.

## Introduction

In most eukaryotes, the regulation of gene expression and shaping of the tissue-specific expression profile is largely dependent on epigenetic mechanisms involving DNA methylation and microRNA (miRNA) regulation (Su et al. 2011). Recent studies have shed light on the intricate interplay of epigenetic mechanisms in regulating gene expression. DNA methylation, a process by which methyl groups are added to the DNA molecule, primarily occurs in the gene’s promoter region. This 5’ end modification plays a crucial role in silencing gene expression (Jones and Baylin 2002; Bird 2002). In addition to DNA methylation and histone modifications, microRNAs (miRNAs) have emerged as key players in post-transcriptional gene regulation. These small, non-coding RNAs can bind to the 3’ untranslated region (3’-UTRs) of target mRNAs, subsequently leading to mRNA degradation, translational repression, and gene silencing (Filipowicz et al. 2008; Bure et al. 2022).

The advancement in next-generation sequencing technology has revolutionized current genetics, which, along with the exploration of transcriptomes and DNA methylomes, enables us to better understand the intricate functional mechanisms at play within complex genomics. Despite the construction of the genomic and transcriptomic landscapes of livestock animals, including pigs, chickens, goats, and cows (Carninci et al. 2005; Kern et al. 2018), the genome-wide analysis of equine tissues remains limited. Understanding the intricate relationship between DNA methylation and miRNA regulation is crucial to unraveling the complexities of cellular processes and organism development. Furthermore, these epigenetic factors have been found to exert a profound influence on the regulation of key genes that are pivotal in shaping the molecular signatures of tissues. Unraveling the basics of these epigenetic mechanisms holds great potential for elucidating the complex web of molecular events that underpin equine growth and development.

The epigenetic research in equid species until now showed alterations in the course of horse domestication in a study on lncRNA of ancient and modern horse genomes (Xu et al. 2022), and alterations of DNA methylation and gene expression level in the white blood cells of Thoroughbred horses during training in different period of time (Cappelli at al. 2023). Moreover in a set of 333 samples from 42 horse tissue types aging related methylation and transcription alterations were detected in epigenetic loci that are highly conserved between mammalian species (Horvath et al. 2022). Polish cold-blooded horses are common utility types of horses in Poland of versatile usage primarily used as a draft force, but now, in the majority, they are slaughtered. The Sokólski and Sztumski horses are two types of cold-blooded horses registered in the stud books since 2008 (Niewiński et al. 2018). The ongoing breeding program has been directed at the separate consolidation of two mentioned cold-blooded horse types, which led to the recently observed visible genetic differences between Sokólski and Sztumski populations (Gurgul et al. 2020). Polish cold-blooded horses are characterised by early maturation, well-fed conversion, and rapid growth, predisposing them to slaughter (Jastrzębska 2006). In this aim, they are usually maintained until age three, reaching 96% of the adult body weight and approximately 100% of their height (Barowicz and Brejta 2012). Therefore, due to distinctive predispositions for rapid growth, polish cold-blooded horses can be an interesting model for epigenetic studies in equid species.

In this study, we have performed the first integrative genome-wide analysis of DNA methylation and gene (miRNAs, mRNAs) transcriptional activity using equine tissues obtained from cold-blooded horses. The objective of the study was to assess the pattern of DNA methylation in the genome, analyze differentially methylated sites (DMSs), identify coding genes and miRNAs that were differentially expressed between analyzed tissues, and therefore identify mechanisms responsible for the distinctive features of the heart, lung, and liver. What is more, an epigenetic regulation of tissue-specific genes and processes was considered. Finally, we validated the RRBS results by BSP and RNA-seq as well as miRNA-seq using qPCR methods, confirming the results obtained from next-generation sequencing. The study findings have the potential to impact the field of epigenetics and biomarker prediction significantly. By further validating the functional aspects of the presented results, researchers can gain valuable insights into the epigenetic mechanisms that govern gene expression and potentially apply these findings to other mammalian species, including humans.

## Materials and methods

### Tissue collection

Tissues were sampled from the left ventricle of the heart (H), the right lobe of the liver (LR), and the caudal lobe of the right lung (L) from four healthy cold-blooded horse stallions aged 1 to 2 years at the slaughterhouse. Total RNA and DNA were isolated from 12 samples using TRIzol reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA), the Direct-zol RNA kit (Zymo Research), and the Sherlock AX kit (A&A Biotechnology, Gdynia, Poland), according to the manufacturer’s instructions. The possible RNA contamination with DNA was removed using TURBO DNase™ (Thermo Fisher Scientific). RNA and DNA concentrations were estimated by the Nanodrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA, USA). Additionally, RNA quality was determined using the TapeStation 2200 System (Agilent, Santa Clara, CA, USA). The samples with a RIN (RNA integrity number) value above 7 were used for further analysis.

### RRBS, cDNA, and miRNA library construction, sequencing, and data analysis

Genomic DNA from all samples was used to construct libraries using Ovation^®^ RRBS Methyl-Seq System 1–16 (NuGEN Technologies, San Carlos, CA, USA) and the EpiTect Bisulfite Kit (Qiagen, Germany), following the manufacturer’s protocol. All procedural details were described previously (Semik-Gurgul et al. 2023). The TapeStation 2200 System (Agilent) and Qubit 2.0 fluorometer (Invitrogen) were used for qualitative and quantitative evaluation of the obtained libraries. Sequencing was performed using Illumina NextSeq500 with a High Output kit v2.5 and 1 × 75 cycles.

The cDNA libraries were synthesized using a TruSeq RNA sample preparation kit V2 (Illumina), following the manufacturer’s instructions. In summary, 400 ng of total RNA was used to select the poly-A-containing mRNA molecules. Following purification, the mRNA was fragmented and used for first-strand cDNA synthesis. Next, second-strand cDNA synthesis was performed. After cDNA end-repair and A-tailing of cDNA fragments, the DNA samples were ligated with Illumina sequencing adaptors. The product was purified and amplified by polymerase chain reaction (PCR) to generate the final cDNA library. The obtained libraries’ quality and quantity were determined by the TapeStation 2200 (Agilent) and Qubit (Invitrogen) systems. Illumina HiSeq 4000 was used for the sequencing of libraries, and paired-end reads were generated at 150 bp.

MicroRNA libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs, Ipswich, USA), following the standard protocol. In general, 400 ng of total RNA was ligated with the 3′ adaptor, followed by hybridization with the Reverse Transcription Primer and ligation with the 5′ adaptor. Then, the modified small RNA was reverse transcribed and amplified. The amplified samples were purified and size-selected on a Novex 6% TBE PAGE gel (Invitrogen). Next, they were subjected to a concentration measurement with a Qubit (Invitrogen) and a size assessment with a 2200 TapeStation instrument (Agilent). Finally, the obtained libraries were sequenced in 75 single-end runs using Illumina NextSeq550 with a High Output kit v2.5 along with PhiX control.

Standard bioinformatics pipelines were used to process the obtained raw RRBS and mRNA sequencing reads, as detailed in Semik-Gurgul et al. (2023). Briefly, first sequencing reads were checked for quality, then filtered and next clean sequences were mapped to the equine reference genome (EquCab3.0). Next, for RRBS data, the uniquely mapped reads were used for CpG methylation analysis, including the distribution in equine chromosomes and the distribution in different components of the genome. The differentially methylated sites (DMSs) between the investigated tissues (heart vs. liver, lung vs. liver, lung vs. heart) with a cutoff value of 25% methylation difference (q-value < 0.01) were identified using Methylkit software v. 1.26.0 (Akalin et al. 2012). For the transcriptome data, firstly the filtered reads were mapped to the genome with Tophat2 software (Kim et al. 2013) and then the mapped reads were counted to the genetic threshold file downloaded from the Ensembl database with HTSeq-count software v. 1.99.2(Anders et al. 2015), and DESeq2 software v. 1.41.0(Love et al. 2014) was used for the identification of differentially expressed genes (DEGs). The Benjamini-Hochberg corrected p-value (p adj) < 0.05 and 1 ≥ logFC≤-1 was used as thresholds to define significant differences between tissue groups. Finally, the miRNAs were identified from the small RNA sequencing data. First, raw sequencing reads were demultiplexed using the bcl2fastq software (Illumina) and checked for quality with the FastQC program v. 0.12.1 (Andrews 2010). Then, adapter trimming and length filtering (18–25 nt) were carried out with the Trim Galore v. 0.6.7 script. The obtained reads were subjected to the microRNA identification procedure with the sRNAtoolbox-sRNAbench online tool (Barturen et al. 2014; Aparicio-Puerta et al. 2019, 2022), applying the default parameters except for the minimum read count, which was set to 6. The analysis was performed using the microRNA sequence reference database miRBase 22.1 (Griffiths-Jones et al. 2008; Kozomara and Griffiths-Jones 2011) and the EquCab3.0 reference genome. Next, differential expression analysis of the identified microRNAs was carried out with the DESeq2 software (Love et al. 2014). To determine microRNAs with different expression levels between the tested groups (DE miRNAs), p adj < 0.0.05 (Benjamini-Hochberg p-value adjustment) and 1 ≥ logFC≤-1 were used as a significance threshold. The most significant (p adj ≤ 0.000001) miRNAs were visualized as heatmaps with the pheatmap v1.0.12 package (https://CRAN.R-project.org/package=pheatmap). The DESeq2 and pheatmap analyses were conducted using R package v. 4.2.2 (R Core Team 2012). Horse target genes of the detected statistically significant DE miRNAs (p adj ≤ 0.0.05; 1 ≥ logFC≤-1) were predicted using the miRNAconsTarget tool (Miranda parameters) implemented in the sRNAtoolbox webserver and proving consensus target predictions (Aparicio-Puerta et al. 2022).

### Integrative analysis of multi-omics data

To assess the role of epigenetic mechanisms in shaping tissue-specific patterns of gene expression, the identified differences in the methylation level and changes in the expression level of genes between the same samples of lung, liver, and heart tissues were considered. Initially, genes were classified according to their expression level. This was done to account for differences in their regulation by methylation, which depends on gene expression level in the specific sequence elements within a gene. The gene expression was divided into high, medium, and low levels based on a percentile analysis of all gene expression distributions. Genes with high expression represented the third quartile (Q3) of observations, while genes with low expression represented the first quartile (Q1). Additionally, the subdivision of CpG sites was also applied depending on their location in the gene sequence, i.e., in the coding sequences (the so-called “gene body”) and in the gene promoter (5’ UTR region + transcription start site 1500 bp, TSS1500), as methylation in these parts of the gene may cause opposite regulation of gene expression (Yang et al. 2014; Wang et al. 2022). For all analyzed genes, a correlation coefficient analysis between the methylation level of individual CpG sites and changes in the expression level of genes (in which a given methylation site is located) was performed.

Furthermore, to find coding genes that were potentially regulated by miRNAs and were differentially expressed in at least one of the compared tissues, a comparative analysis was performed for miRNA-Seq and RNA-Seq data. Initially, differentially expressed miRNAs among different tissues were detected. Then, target genes were predicted for DE miRNAs with p adj < 0.05 using the miRNAconsTarget tool. Normalized expression data for individual samples was used for correlation coefficient calculation between miRNAs and their corresponding target gene expression. The potential miRNA-regulated genes were detected based on a correlation coefficient *r*<-0.9 and a significant difference in gene expression level (p adj < 0.05) for the given tissue comparison. Finally, we conducted DNA methylation-miRNA-mRNA change analysis to establish a link between DNA methylation, miRNA expression, and their target gene expression.

The correlation coefficients and their significance were determined for all data using JASP software v. 0.16.3 (JASP Team 2024). Data distribution was determined to be normally distributed using a Shapiro-Wilk test and analyzed with a Spearman correlation coefficient.

### Gene ontology (GO) annotation and pathway enrichment analysis

The ShinyGO software v0.80 (Ge et al. 2020) was used to identify the biological processes and functions associated with the fully annotated differentially expressed genes, miRNA target genes, and differentially methylated genes. Gene-set enrichment analysis based on the identified methylation- and miRNA-dependent genes identified by omics data integration was also conducted with the ShinyGO server. All horse genes were used as a background, FDR correction was applied for multiple testing, and two pathway databases, namely KEGG (Kyoto Encyclopedia of Genes and Genomes) (Luo and Brouwer 2013; Kanehisa et al. 2021) and GO (Gene Ontology), were used in the overrepresentation analysis.

### Validation of NGS data by BSP and qPCR methods

#### Bisulfite sequencing polymerase chain reaction (BSP)

To confirm the results from RRBS library sequencing, four regions were selected for Sanger-based bisulfite sequencing analysis with BSP primers designed with Methyl Primer Express v1.0 (Applied Biosystems, Thermo Fisher Scientific, Waltham, USA). The analysis included two genes (*A1BG*,* ERRFI1*) with upregulated methylation regions and consequential downregulation of expression, one gene (*TSPAN8*) with downregulated methylation region and consequential upregulation of expression, and one gene (*PNN*) with upregulated methylation and consequential upregulation of expression. For subsequent validation, 500 ng of genomic DNA was treated with sodium bisulfite using the EpiTect Bisulfite Kit (Qiagen), according to the manufacturer’s protocols. The bisulfite-treated DNA was amplified using HotStartTaq^®^ polymerase (Qiagen). The sequences of the BSP primers used to amplify the targeted products are shown in Supplementary File Table S1A. Amplification products were purified using a MinElute PCR Purification Kit (Qiagen) and cloned with the use of a TOPO TA Cloning kit (Invitrogen). 18–20 single clones for each BSP product were selected for Sanger sequencing following standard procedures and using the BigDye^®^ Terminator v3.1 Cycle Sequencing Kit (Thermo Fisher Scientific). The methylation status of CpG sites in clones-derived sequencing reads was estimated using BISMA software (Rohde et al. 2010). Next-generation sequencing data (RRBS) and DNA methylation level based on the bisulfite sequencing analysis method were compared using correlation coefficients and their significance (JASP software v. 0.16.3).

#### Quantitative real-time PCR (qPCR)

The RNA-seq and miRNA-seq results were validated for four DEGs (*A1BG*,* ERRFI1*, *TSPAN8*,* PNN)* and six DE miRNAs (miR-23a, miR-101, miR-125b-5p, miR-499-5p, miR-126-3p, miR-100) using the real-time PCR method. 500 ng of purified RNA was transcribed into cDNA with the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). The quantitative PCR reactions were run using a standard AmpliQ 5x HOT EvaGreen^®^ qPCR Mix Plus (Novazym, Poznań, Poland) and primers for mRNA sequences spanning two adjacent exons (Supplementary File Table S1B). *HPRT1* was used as an endogenous control gene. For miRNA expression analysis, the reverse transcription reactions were performed using 10 ng of purified RNA and a TaqMan Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific). The qPCR was performed using TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific) and commercially available TaqMan microRNA Advanced Assays (Thermo Fisher Scientific). MiR-128-3p was used as an endogenous control. All procedures were performed according to the manufacturer’s protocol. The qPCR reactions were performed in triplicate using a QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems). The relative expression levels were calculated using the ∆∆Ct method, and the efficiency of reactions was calculated based on the standard curve method. The comparison between NGS data and the relative quantity obtained by the qPCR method was performed similarly to the BSP method, using JASP software v. 0.16.3 to determine correlation coefficients.

## Results

### Data generation and quality assessment

The analysis using the NGS was performed on 12 samples of heart, lung, and liver tissue obtained from four Polish cold-blooded horses. Sequencing of methylome libraries generated an average of 18.8 (SD = 6.0) million sequencing reads per sample (Supplementary File Table S2A). One liver tissue sample was removed from further analyses due to the low quality of the obtained data. In the case of the miRNA libraries, a total of over 9.9 million reads were obtained per sample (Supplementary File Table S2C). 

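Small RNA was sequenced from the heart, lung and liver of 4 Polish cold-blooded horses (horses 27, 30, 32 and 34), 1 library per tissue and horse, which gives 12 libraries and 4 per tissue. The authors' table holds 629 entries, of which 294 carry the name of a known horse miRNA and 335 are named by their sequence. Its values are counts that the authors normalized with DESeq2 over all libraries; by the paper's methods, the reads had been counted against miRBase 22.1 with sRNAbench, where the submitters' processing notes name other tools. The step of each library was set as its lowest value above 0 divided by 6, the paper's minimum read count. Within each library, all values (100%, within 0.01 of a whole number) were multiples of this step. On that basis, a value of 0 stands for fewer than 6 reads under that name. The reads of a near-identical name may stand under another. From the step, the table holds 8113895 to 9355513 reads per heart library (median 8645101.5), 3536536 to 7560746 per lung library (median 6840239) and 3066869 to 8595569 per liver library (median 6126040.5). The paper's raw reads per library run from 4886336 to 13679677, with a mean of 9941977.8; the precision of the values depends on the reads in the table. Liver of horse 27 and lung of horse 34 had the fewest reads in the table. Known miRNAs took 98.8 to 99.1% of the reads in heart, 94.8 to 95.5% in lung and 97.1 to 97.8% in liver.
The 256 known miRNAs with a normalized count of at least 10 in at least 4 of the 12 libraries were tested with limma on log2(normalized count + 1), with a mean for each tissue, and p was adjusted by Benjamini-Hochberg. A miRNA was called differentially expressed at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. The scale can understate the fold changes of low miRNAs. Values of 0 can overstate them, since the pseudocount of 1 lies below the smallest value above 0 in every library. For miR-1307 in heart over liver, the log2 fold change was 6.09, while the means differed 4.16-fold. The miRNA lists and the rule for the miRNAs named in the text were fixed before the data were examined, when the paper's Table S7 and Fig. 3 on these libraries had been read. The tissues differ in a few very abundant miRNAs, so the scaling matters: rescaling each library to the same total (CPM) moved the median log2 fold change of all tested miRNAs by 1.32 in lung versus heart, 0.14 in lung versus liver and -1.18 in heart versus liver.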

The RNA-seq technique generated an average of 46.8 (SD = 18.9) million sequencing reads per sample, and the percentage of reads aligned to the reference genome ranged from 77.2 to 84.4% (Supplementary File Table S2B). 

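Among the miRNA libraries, the muscle miRNAs miR-133b, miR-133a, miR-1, miR-208b and miR-499-5p weighed most at the heart end of the first principal component, and miR-8908b, miR-8908l and miR-122, the dominant hepatocyte miRNA, at the liver end. Heart libraries lay between -26.9 and -25.2 on this component, lung libraries between -5.66 and -0.0364 and liver libraries between 25.8 and 31.6. On the second component, lung libraries (23.2 to 28.4) stood apart from heart (-19.0 to -10.4) and liver (-14.7 to -8.56), with miR-34c, miR-34b-5p and miR-449a, known from multiciliated cells, and the epithelial miR-141 at the lung end. The 2 components held 46.0% and 30.2% of the variance of the 256 miRNAs. Pearson's r across miRNAs, which are not independent replicates, was 0.902 to 0.977 for the 18 pairs of libraries of the same tissue and 0.667 to 0.823 for the 48 pairs of different tissues. Tissue accounted for 75.4% of the sum of squares of log2 values, and the horse for 7.07%. Of all 1296 ways to exchange the tissue labels within horses, 6 reached that share, which are the real labels and their renamings (exact permutation test, p = 0.00463, the smallest it allows); the highest other share was 56.3%.

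**Figure D1:**
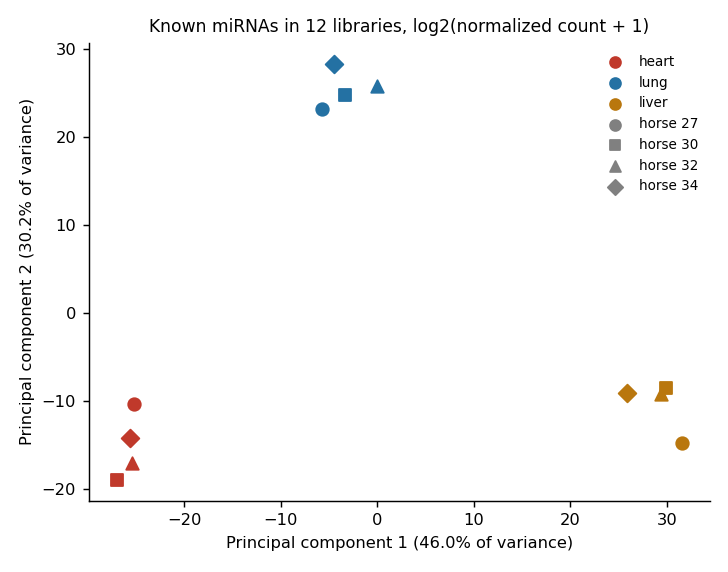
Principal components of log2(normalized count + 1) of the 256 tested miRNAs, the first on the x axis (46.0% of the variance) and the second on the y axis (30.2%). Each point is a library, colored by tissue, with a marker for each of the 4 horses. The lung libraries lie at 23.2 or higher on the second component and all heart and liver libraries below 0.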

Our PCA analysis confirmed the presence of three subgroups – the liver, heart and lung tissue clusters, suggesting the presence of common for affected samples changes in methylome, transcriptome and miRNAome profiles (Supplementary File Figures S1A-C).

The obtained data from methylome, transcriptome, and miRNAome sequencing were deposited in the international Gene Expression Omnibus database (accession numbers GSE191047, GSE193661, and GSE202502).

### Differences in genome-wide DNA methylation between tissues and functional enrichment analysis

The analysis of RRBS data showed that the global CpG methylation profile is similar among the heart (H), lung (L), and liver (LR) tissues (correlation score: 0.86–0.94) (Fig. 1A-C). To identify differentially methylated sites (DMSs), the percentage of methylation for individual CpG sites was compared between samples of lung and heart tissue, liver and lung tissue, and liver and heart tissue. Apart from statistical significance, the DM sites were only considered if they differed by more than 25% between tissues. A total of 4068 to 6143 DMSs (q < 0.05), in the context of CpG, were identified between the analyzed tissues. Hypermethylated DMSs accounted for 58.1% and 57.1% of all DMS for the LvsH and LvsLR comparisons, respectively, and 48.7% for the HvsLR. Based on the Ensemble annotation of the horse genome, it was found that most DMSs were located in the gene introns (46.3–47.8%, depending on group comparison), followed by those in intergenic regions (41.5–44.1%) (Fig. 1D-F, Supplementary File Table S3A-C).

**Fig. 1:**
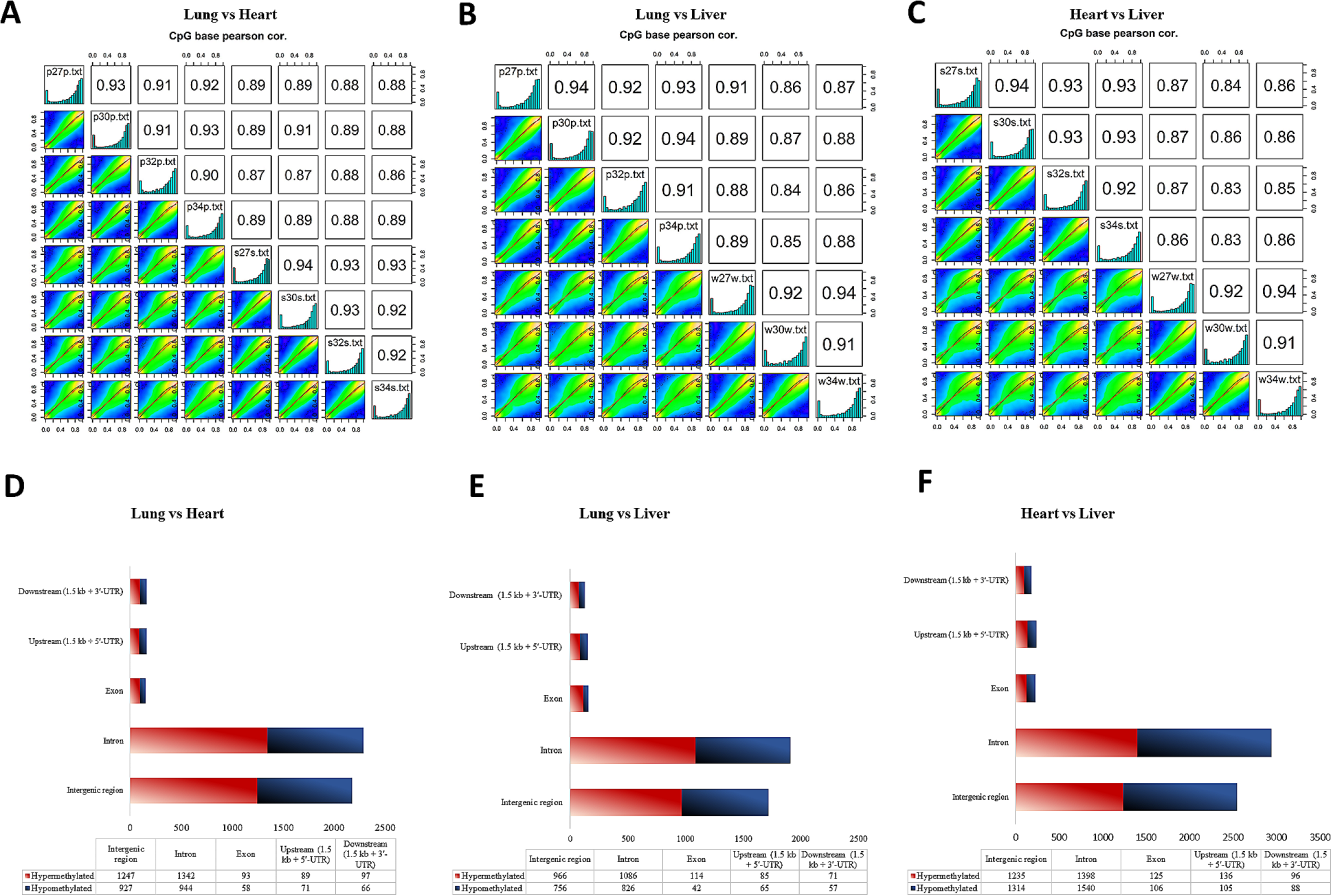
DNA methylation profile comaprison between heart, lung and liver tissues. **(A-C)** The correlation of DNA methylation profile between heart (s), lung (p) and liver (w) samples, based on the next-generation sequencing (NGS) data. **(D-F)** Number and annotation of DMSs in gene features

A comparative analysis of DNA methylation between tissues was also performed. The identified DMSs were mapped to 1189, 1400, and 1695 genes (for comparisons LvsLR, LvsH, and HvsLR, respectively) (Supplementary File Table S3). Furthermore, the results of the analysis showed a total of 302 genes (with DMSs in gene bodies and upstream TSS1500 regions) common for all comparisons, as well as 189, 471, and 546 genes unique for LvsLR, HvsLR, and LvsH comparisons, respectively.

Next, to characterize the role of genes associated with identified DMSs, gene enrichment analysis in ontology (GO) categories was performed. The results showed that a portion of the highly ranked GO terms (FDR < 0.05) corresponded to processes characteristic or indispensable for the analyzed tissues and thus potentially associated with tissue specific methylation patterns. The data analysis revealed that differentially methylated genes found in the LvsH comparison were involved in biological processes like, e.g., anatomical structure morphogenesis (GO:0009653), heart process (GO:0003015), cell junction (GO:0030054), or ATP binding (GO:0005524). The genes with DMSs found in the HvsLR comparison showed a high level of enrichment in functions related to the regulation of developmental process (GO:0050793), tissue development (GO:0009888), or animal organ morphogenesis (GO:0009887). GO enrichment analysis also identified that many of the genes showing differences in methylation levels of CpG sites identified in the HvsLR comparison had functions associated with regulation of anatomical structure morphogenesis (GO:0022603), actin filament-based process (GO:0030029), or actin binding (GO:0003779) (Supplementary File Tables S4A-I). In the Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, 191 significant pathways (FDR < 0.05) were identified when the three tissue groups were compared (LvsLR, LvsH, and HvsLR). Of these, the PI3K-Akt signaling pathway (ecb04151), Hippo signaling pathway (ecb04390), and ECM-receptor interaction (ecb04512) are closely related to the growth and development of tissues (Supplementary File Tables S4J-K).

### Differential genes expression analysis and gene ontology enrichment analysis

Subsequently, differential gene expression analysis was performed. According to the selected criteria (p adj < 0.05), it was found that there were 7865, 8568, and 7882 differentially expressed genes in the lung vs. heart (LvsH), lung vs. liver (LvsLR), and heart vs. liver (HvsLR) comparisons, respectively (Fig. 2, Supplementary File Tables S5A-C). DEGs detailed analysis indicated that there were 3476, 3498, and 3699 downregulated genes and 4389, 5072, and 4183 that were overexpressed in LvsH, LvsLR, and HvsLR comparisons, respectively. In the three comparisons, the number of upregulated genes was higher than that of downregulated genes. A common cross-analysis, based on the Venn diagram, found that 2261 genes were represented in the intersection of all three comparisons. Furthermore, gene set enrichment analysis was performed to investigate the functions of the identified DEG groups. The most enriched terms common in the three comparisons were: regulation of multicellular organismal process (GO:0051239), oxoacid metabolic process (GO:0043436), anatomical structure morphogenesis (GO:0009653), or ATP binding (GO:0005524) (Supplementary File Tables S6A-I). The KEGG pathway analysis based on DEGs found in all three comparisons indicated that the most significant pathway was the metabolic pathway (ecb01100) (Supplementary File Tables S6J-L).

**Fig. 2:**
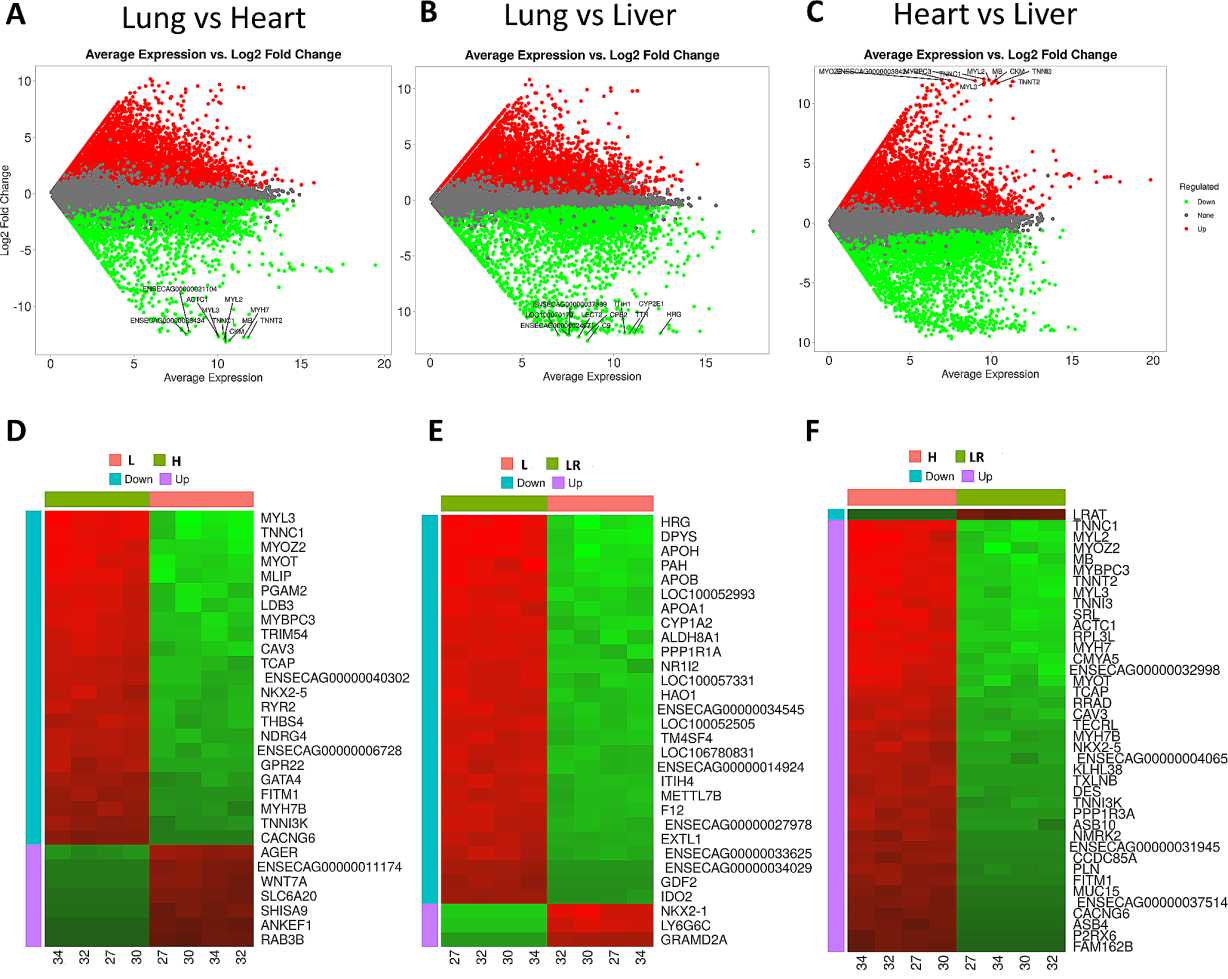
Changes in the expression of genes between heart, lung, and liver tissues. **(A-C)** Volcano plots showing expression changes of genes (Top 10 genes by absolute logFC are marked). **(D-F)** Heatmap showing the top 30 most significant (by FDR) DEGs expressed in analyzed tissues

### Differential expression analysis of microRNAs and pathway analysis of target genes for differentially expressed microRNAs

MiRNAome profile comparative analysis of the equine lung, heart, and liver resulted in the identification of 340 unique known microRNAs, including 299 in the lung tissue, 283 in the heart tissue, and 307 in the liver tissue.

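Heart held miRNAs that were listed at 0 in every lung and liver library. miR-208b, which is encoded in an intron of the cardiac myosin gene MYH7, averaged 1839.9 ± 174 normalized counts in heart (SD, n = 4 horses), and the others seen only there in all 4 libraries were miR-592 (60.8 ± 26.7) and miR-384 (35.2 ± 16.1). In liver alone, above 0 in all 4 of its libraries, stood miR-372, miR-383 at 153 ± 75.0 and 6 members of the miR-8908 family. miR-372 averaged 388 ± 365, with 932 in horse 27 and 169.7 to 257 in the other horses. The 6 members ran from miR-8908g (391 ± 404, single libraries 65.4 to 976.8) down to miR-8908d (93.2 ± 64.3, single libraries 42.3 to 187). These members have near-identical sequences, so the split of reads among their names is uncertain. In lung alone, miR-153 (27.7 ± 17.8), miR-216b (10.3 ± 1.66) and miR-615-5p (7.92 ± 4.52) were above 0 in all 4 libraries. Apart from miR-208b, miR-372 and the miR-8908 family, these miRNAs were named after their values were seen.
A known miRNA was counted as detected when it was above 0 in at least 1 library. All 294 were detected in some tissue, 268 of them in lung, 252 in heart and 266 in liver. Above 0 in all 4 libraries of a tissue were 215 in lung, 202 in heart and 220 in liver. Of the 10 detected only in heart, 10 only in lung and 14 only in liver, 7, 4 and 11 averaged at least 10 normalized counts there. A miRNA absent from a tissue's list may still be present below 6 reads or counted under a near-identical name, and the liver library of horse 27, with the fewest reads, listed 230 known miRNAs against 250 to 252 in the other liver libraries.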

Differential expression analysis using the DESeq2 software identified 139 differentially expressed microRNAs (p adj < 0.05) in the heart samples versus the liver samples, of which 78 miRNAs were downregulated and 61 were upregulated. 

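The miRNAs of striated muscle stood far above liver in heart. miR-1, which promotes muscle differentiation, averaged 5630097 ± 1540149 normalized counts in heart (SD, n = 4) and 3362 ± 2316 in liver, a 1675-fold difference (log2 fold change 10.98, standard error 0.45, adjusted p = 3.22e-09 from limma). For miR-133a the levels were 824050.2 ± 467104 and 316 ± 253, a log2 fold change of 11.49 (adjusted p = 7.46e-08, limma). The closely related miR-133b, which may share reads with it, averaged 58582 ± 44367 in heart and was at 0, 45.1, 14.0 and 9.25 in the liver of horses 27, 30, 32 and 34. miR-499-5p, from an intron of the myosin gene MYH7B, averaged 247264 ± 87214 in heart and 225 ± 105 in liver (1100.2-fold, log2 fold change 10.16, standard error 0.51, adjusted p = 1.54e-08). miR-208b was listed at 0 in every liver library, and its heart mean rested on 2100.4 in horse 32 and 1741 to 1769 in the others. All 6 tested miRNAs of the striated muscle list were upregulated in heart, and 6 when adjusted over the list alone.
In liver, miR-122 averaged 1129549 ± 177284 against 1518 ± 1080.4 in heart, a 744-fold difference (log2 fold change -9.75, standard error 0.65, adjusted p = 1.36e-07), or 1146-fold without the heart of horse 34. miR-194 was 262-fold higher in liver, at 34984 ± 1068 against 133 ± 25.3. miR-148a averaged 470044 ± 106001 in liver and 80195 ± 51092 in heart (log2 fold change -2.76). All 5 tested hepatocyte miRNAs were downregulated in heart, as were all 11 tested members of the horse miR-8908 family (5 and 11 when adjusted over the list alone). miR-8908b averaged 2217 ± 1496 in liver, miR-8908l 1505 ± 1463, miR-8908j 563 ± 372, miR-8908k 404 ± 343 and miR-8908i 311 ± 218, and each was listed at 0 in every heart library. Of 6 miRNAs of epithelial cells, 5 were lower in heart and none was higher (5 and 0 when adjusted over the list alone), with log2 fold changes of -3.91 for miR-200a, -3.45 for miR-200b and -2.44 for miR-200c, which are related and may share reads. None of 3 miRNAs of multiciliated cells passed limma's test, adjusted over all miRNAs or over the list alone, and none reached an unadjusted p under 0.05. Of these, miR-34b-5p (log2 fold change 1.03) was called without horse 30 (2.97, adjusted p = 0.0461, limma) and turned to -0.73 without horse 27.
miR-486-5p, abundant in red blood cells, was 19.6-fold higher in heart (110325 ± 38728 against 5620.3 ± 1245). Its log2 fold change was 4.25 (standard error 0.38, adjusted p = 1.36e-06, limma). It was the only tested miRNA of the red blood cell list, so it does not show a difference in blood content. Of 5 leukocyte miRNAs, miR-150 (log2 fold change 2.21) and miR-342-5p (3.65, named after its value was seen) were higher and miR-146a (-2.03) was lower, the same 2 and 1 when adjusted over the list alone. With CPM values, 2 were higher and 2 lower, with miR-150 at 1.01 and miR-146a at -3.22. Also higher in heart were miR-95, at 8709 ± 6452 against 29.3 ± 15.4, and miR-9a, best known from neurons, at 1534 ± 727 against 0, 19.3, 17.6 and 59.4 in the livers of horses 27, 30, 32 and 34. miR-490-5p averaged 156 ± 149 in heart (log2 fold change 4.49, 2.43 with CPM values). Its heart mean was 25.7-fold above liver, or 13.7-fold without the heart of horse 27.
Limma called 120 of the 256 miRNAs, 51 higher and 69 lower in heart. With CPM values the split was 27 higher and 137 lower, and 95 of the 120 calls were shared in the same direction. The 4 heart values and the 4 liver values did not overlap in 52.3% of the 256 miRNAs, where chance gives 2.86%. miR-1307 averaged 2547 ± 1131 in heart and was at 1101, 1348, 0 and 0 in the livers (log2 fold change 6.09, adjusted p = 0.0337). That call ended with CPM values (adjusted p = 0.0535), without horse 32 or 34 (0.182 and 0.185), without the liver of horse 32 or 34 (0.0972 and 0.0952) and without any 1 heart library (0.0531 to 0.0722), with a lowest value of 0.00791 over the libraries left out. For miRNAs listed at 0 in a whole tissue the fold change depends on the pseudocount, and with 10 in place of 1 it was -4.95 instead of -8.23 for miR-372 and -5.63 instead of -8.92 for miR-8908j, with miR-8908i, miR-8908g and miR-8908c at -4.77, -4.74 and -4.46.

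**Figure D2:**
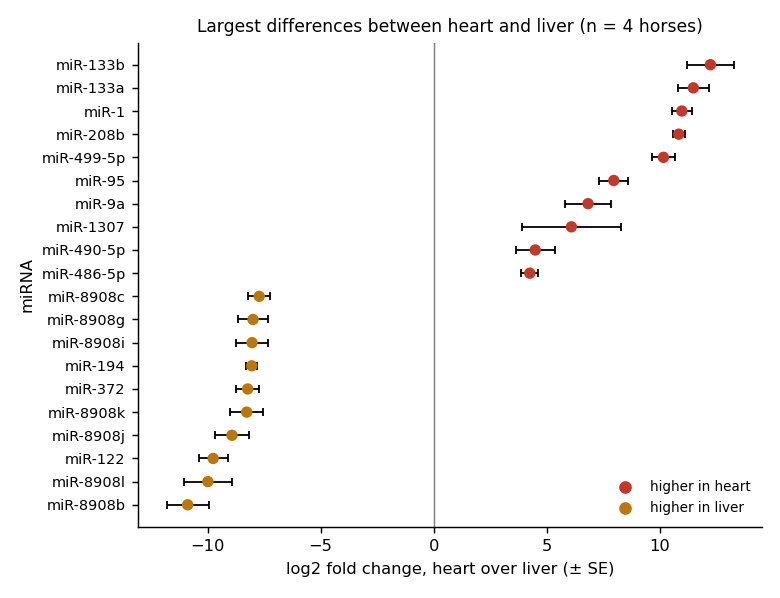
Log2 fold change of heart over liver (x axis, log2 of normalized count + 1) for 20 miRNAs (y axis): the 10 higher and 10 lower with the largest change among those called, with groups that do not overlap and a mean of at least 100 normalized counts. Points are limma estimates and bars are standard errors, colored by the tissue with the higher level. The estimates run from -10.88 for miR-8908b to 12.24 for miR-133b.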

148 differentially expressed microRNAs (p adj < 0.05) were detected in the lung samples versus the liver samples, and among them, 70 miRNAs were downregulated while 78 were upregulated. 

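Several miRNAs of airway epithelium stood far above liver in lung. miR-34c and miR-34b-5p, which take part in the formation of multiple cilia, averaged 26667 ± 12906 and 5592 ± 1569 normalized counts in lung (SD, n = 4). In liver, miR-34c was at 0, 82.9, 27.2 and 59.4 in horses 27, 30, 32 and 34 and miR-34b-5p at 0, 26.6, 5.87 and 13.2. Their log2 fold changes were 10.30 (standard error 1.33, adjusted p = 4.61e-05 from limma) and 9.55 (adjusted p = 6.23e-05). miR-449a, of the same seed family, averaged 972 ± 508 in lung and was at 0, 8.85, 0 and 3.96 in liver. All 3 tested miRNAs of multiciliated cells and all 6 of epithelial cells were upregulated in lung, with the same counts of 3 and 6 when adjusted over the list alone. miR-200c, an epithelial miRNA, was 40.4-fold higher, at 26089.6 ± 7710.5 against 646 ± 222 (log2 fold change 5.35, standard error 0.51, adjusted p = 4.03e-06). miR-205, a marker of basal epithelial cells, averaged 697 ± 381.6 against 8.56 ± 4.06 and miR-141 1073 ± 689.6 against 25.5 ± 10.8. miR-92b, related to miR-92a, was 36.1-fold higher in lung (adjusted p = 1.05e-08), and miR-138 averaged 356 ± 195 in lung and was at 0, 8.85, 8.08 and 5.28 in liver.
In the other direction, miR-122 averaged 1408 ± 872 in lung, 802-fold below liver (log2 fold change -10.04, standard error 0.65, adjusted p = 1.52e-07). miR-885-5p, another liver-enriched miRNA, averaged 618 ± 181 in liver and was listed at 0 in every lung library. All 5 hepatocyte miRNAs and all 11 tested members of the miR-8908 family were downregulated in lung (5 and 11 when adjusted over the list alone), including miR-194 at 339 ± 98.1 (log2 fold change -6.73) and miR-148a (log2 fold change -2.06, adjusted p = 0.00555). Of the family, miR-8908b was above 0 in 1 lung library, at 22.3 in horse 30, miR-8908k in 1, at 6.31 in horse 32, and miR-8908g, miR-8908c and miR-8908e in none. miR-2114 averaged 445 ± 123.1 in liver and was above 0 in 1 lung library, at 3.71 in horse 30.
miRNAs of the leukocyte, red blood cell and striated muscle lists also differed. Of 5 leukocyte miRNAs, 4 were higher in lung and none was lower (4 and 0 when adjusted over the list alone), among them miR-146a at 45409.5 ± 25189.9 against 12787 ± 2350.2 (adjusted p = 0.00329) and miR-150 at 9073 ± 3141 against 765 ± 267 (adjusted p = 4.03e-06). miR-142-5p did not pass: it was at 11309.7, 5832, 0 and 0 in lung and 0, 0, 0 and 4607 in liver of horses 27, 30, 32 and 34. Its log2 fold change was 3.45, and without horse 34 it was called at 8.66 (adjusted p = 0.0408, limma). miR-486-5p, the only tested miRNA of the red blood cell list, was higher in lung (log2 fold change 2.81, adjusted p = 5.52e-05). Of 6 striated muscle miRNAs, miR-1, miR-133a and miR-133b were higher in lung and none was lower (3 and 0 adjusted over the list alone). Their log2 fold changes were 1.71, 2.20 and 3.22, and miR-208b was at 0 in every library of both. In lung these 3 were 628-, 598- and 580-fold below heart. Whether such low levels come from lung cells was not tested. In the lung of horse 34, miR-133a was at 3055 and miR-133b at 216, against 665.2 to 1037 and 52.3 to 76.7 in the other horses. The call of miR-133a ended without that library (adjusted p = 0.0519), the liver of horse 27 (0.0540), horse 32 (0.0524) or horse 34 (0.0749), with 0.00684 the lowest over the libraries left out, and that of miR-1 ended without horse 32 (0.0563, the highest; 0.00141 the lowest).
Limma called 132 of 256 miRNAs, 64 higher and 68 lower in lung, and 52.7% of the 256 showed no overlap between the 4 lung and the 4 liver values, where chance gives 2.86%. miR-551a, at 132 ± 92.3 in lung and 0, 23.3, 19.1 and 10.6 in liver (log2 fold change 3.72, adjusted p = 0.0173), passed with all libraries but not without those of horse 32 (0.0515) or 34 (0.0795, the highest; 0.00349 the lowest over the libraries left out). miR-9a was higher in lung (log2 fold change 5.22), with 235 in horse 32 and 543.6 to 599.6 in the others, and a pseudocount of 10 moved miR-885-5p from -9.23 to -5.93, miR-2114 from -8.20 to -5.35, and miR-8908k and miR-8908e to -4.82 and -4.24.

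**Figure D3:**
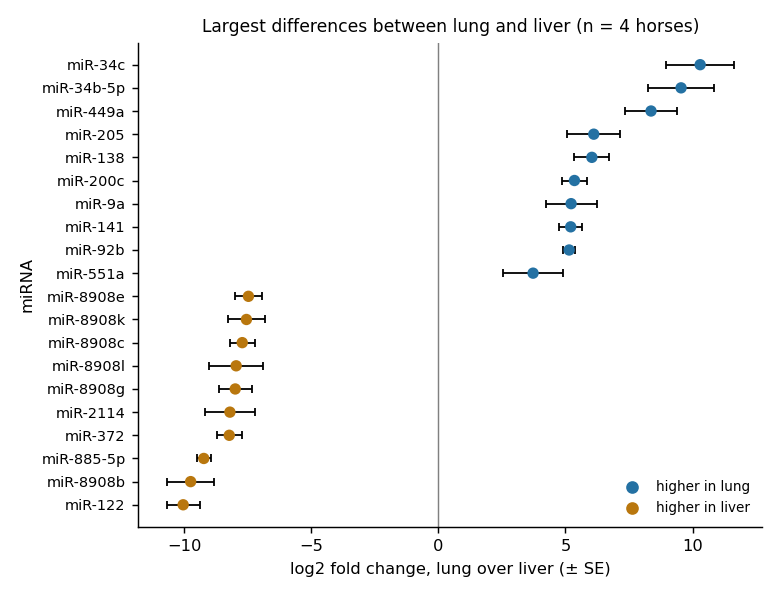
Log2 fold change of lung over liver (x axis, log2 of normalized count + 1) for the 10 higher and 10 lower miRNAs with the largest change (y axis), chosen as in heart over liver. Points are limma estimates, bars are standard errors and the color gives the tissue with the higher level. The estimates run from -10.04 for miR-122 to 10.30 for miR-34c.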

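Lung and heart parted by epithelial against muscle miRNAs. miR-141 was listed at 0 in every heart library, and miR-429 at 16.2 in horse 27 and 0 in the other hearts, against 1728 ± 439.9 normalized counts in lung (SD, n = 4; log2 fold change 9.69, standard error 0.79, adjusted p = 1.15e-06 from limma). miR-200b averaged 24820.5 ± 4551 in lung and 306 ± 182 in heart, miR-200a 19100.5 ± 7282 and 187 ± 90.6, and miR-200c was 179-fold higher in lung (292-fold without the heart of horse 34); these family members may share reads. All 6 tested epithelial and all 3 tested multiciliated cell miRNAs were higher in lung (6 and 3 when adjusted over the list alone). In heart, miR-34b-5p was at 78.3, 0, 12.3 and 43.7 in horses 27, 30, 32 and 34, miR-449a at 14.9, 0, 0 and 0 and miR-34c at 161 ± 155. miR-138 was listed at 0 in heart (adjusted p = 1.24e-06).
All 6 striated muscle miRNAs were lower in lung (6 when adjusted over the list alone). miR-1 averaged 8961 ± 933 in lung, 628-fold below heart (log2 fold change -9.26, standard error 0.45, adjusted p = 1.26e-08), and miR-499-5p averaged 243 ± 139, 1019-fold below heart (adjusted p = 1.86e-08). miR-133a and miR-133b were 598-fold and 580.0-fold below heart, both with their highest lung value in horse 34, without which they were 1004-fold and 935-fold below heart. miR-208b was listed at 0 in lung. miR-378, which lies in an intron of the metabolic regulator gene PPARGC1B, averaged 3789 ± 1038 in lung and 144365 ± 32542 in heart (adjusted p = 1.26e-08). miR-95 was 88.6-fold lower in lung, and miR-504 averaged 204 ± 48.6 against 2054 ± 479. miR-1543 was at 22.6, 25.97, 33.7 and 0 in the lungs of horses 27, 30, 32 and 34 against 716 ± 175 in heart.
Of 5 leukocyte miRNAs, miR-146a (log2 fold change 3.69), miR-150 (1.35) and miR-155 (2.05) were higher in lung and miR-342-5p (-1.76) was lower, the same 3 and 1 when adjusted over the list alone but 3 and 0 with CPM values, which put miR-150 at 2.68. miR-155 and miR-342-5p were named after their values were seen. miR-486-5p of the red blood cell list was lower in lung (log2 fold change -1.44, adjusted p = 0.00839). That call ended with CPM values (-0.11, adjusted p = 0.840). It also ended without horse 32 or 34 (0.0800 and 0.0634, 0.00356 the lowest over the libraries left out). Of the 5 hepatocyte miRNAs, miR-194 was higher in lung (1.31) and miR-885-5p, at 11.4 ± 0.813 in heart, was lower (-3.63), as when adjusted over the list alone; with CPM values 3 were higher and none lower, with miR-194 at 2.55 and miR-885-5p at -0.98 and no longer called. Of 11 tested miR-8908 members, 6 were at 0 in every lung and heart library and could not pass, and none of the other 5 passed limma's test, adjusted over all miRNAs or over the list alone, or had an unadjusted p under 0.05.
Limma called 99 of 256 miRNAs, 50 higher and 49 lower in lung, and with CPM values 121 higher and 16 lower, 65 of the 99 calls being shared in the same direction. The values of 44.5% of the 256 did not overlap between lung and heart, where chance gives 2.86%. miR-490-5p averaged 14.6 ± 11.8 in lung (log2 fold change -3.16, adjusted p = 0.0109, limma). It was not called without horse 30 (0.0849, the highest over all settings, with 0.00215 the lowest). Nor was it called without both the lung of horse 34 and the heart of horse 27 (-2.35, adjusted p = 0.0732). It stood at -1.60 with CPM values, which also moved miR-1543 from -5.84 to -3.89 and miR-504 from -3.33 to -1.98. The lung mean of miR-490-5p was 10.7-fold below heart, 5.71-fold without the heart of horse 27 and 17.3-fold without the lung of horse 27. With a pseudocount of 10, miR-141 moved from 9.85 to 6.54 and miR-138 from 8.32 to 5.04.

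**Figure D4:**
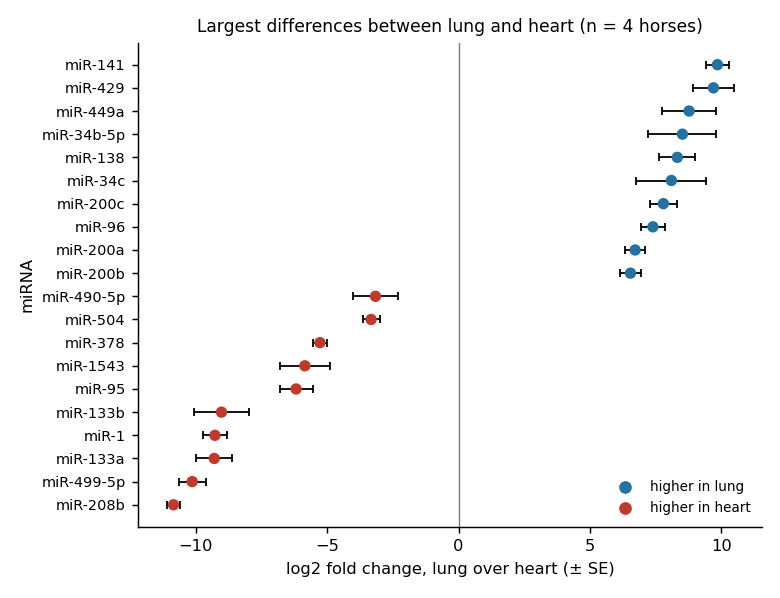
Log2 fold change of lung over heart (x axis, log2 of normalized count + 1) for the 10 higher and 10 lower miRNAs with the largest change (y axis), chosen as in heart over liver. Points are limma estimates, bars are standard errors and the color gives the tissue with the higher level. The estimates run from -10.84 for miR-208b to 9.85 for miR-141.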

In the lung samples versus the heart samples, 125 microRNAs with differential expression (p adj < 0.05) were identified (55 downregulated, 70 upregulated). The details of this analysis are presented in Supplementary File Tables S7A-C, and the most significant (p adj ≤ 0.000001) differentially expressed microRNAs are presented in Fig. 3A-C. The identified differentially expressed microRNAs (LvsH, LvsLR, and HvsLR) were analyzed in detail to elucidate their functions in tissue development and differentiation. As a result, numerous enriched KEGG pathways (Supplementary File Tables S8A-I) and GO terms (Supplementary File Tables S8J-L) were identified. 

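At an adjusted p of at most 1e-06 from limma, 14 miRNAs differed between lung and heart, 12 between lung and liver and 26 between heart and liver. The muscle miRNAs miR-1, miR-133a, miR-208b and miR-499-5p and the metabolic miR-378 were among those of lung versus heart and of heart versus liver, and the epithelial miR-200a, miR-200b, miR-200c and miR-141 among those of lung versus heart. The hepatocyte miRNAs miR-122 and miR-194 passed in lung versus liver and in heart versus liver, together with miR-372 and miR-8908c, and miR-885-5p passed in all 3 comparisons. In lung versus heart miR-885-5p was listed at 0 in every lung library and low in heart, where a pseudocount of 10 gave -1.10 (adjusted p = 0.00140, 1.58e-07 to 0.00857 over the other settings). miR-215, which is expressed in liver and intestine, passed in both comparisons with liver, at 6274 ± 1573 normalized counts in liver (SD, n = 4), 36.8 ± 9.88 in lung and 35.3 ± 18.6 in heart. miR-100, a relative of miR-99a and miR-125b, passed in heart versus liver with 592221 ± 169919 against 40804 ± 7332 (log2 fold change 3.84, standard error 0.25, adjusted p = 1.03e-07). The smallest adjusted p was 2.54e-11 in lung versus heart, 3.86e-10 in lung versus liver and 2.54e-11 in heart versus liver.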

The most interesting overrepresented GO terms were anatomical structure morphogenesis (GO:0009653), tissue development (GO:0009888), or ATP binding (GO:0005524). The enriched significant KEGG pathways included: the PI3K-Akt signaling pathway (ecb04151), the Ras signaling pathway (ecb04014), and metabolic pathways (ecb01100), among others.

**Fig. 3:**
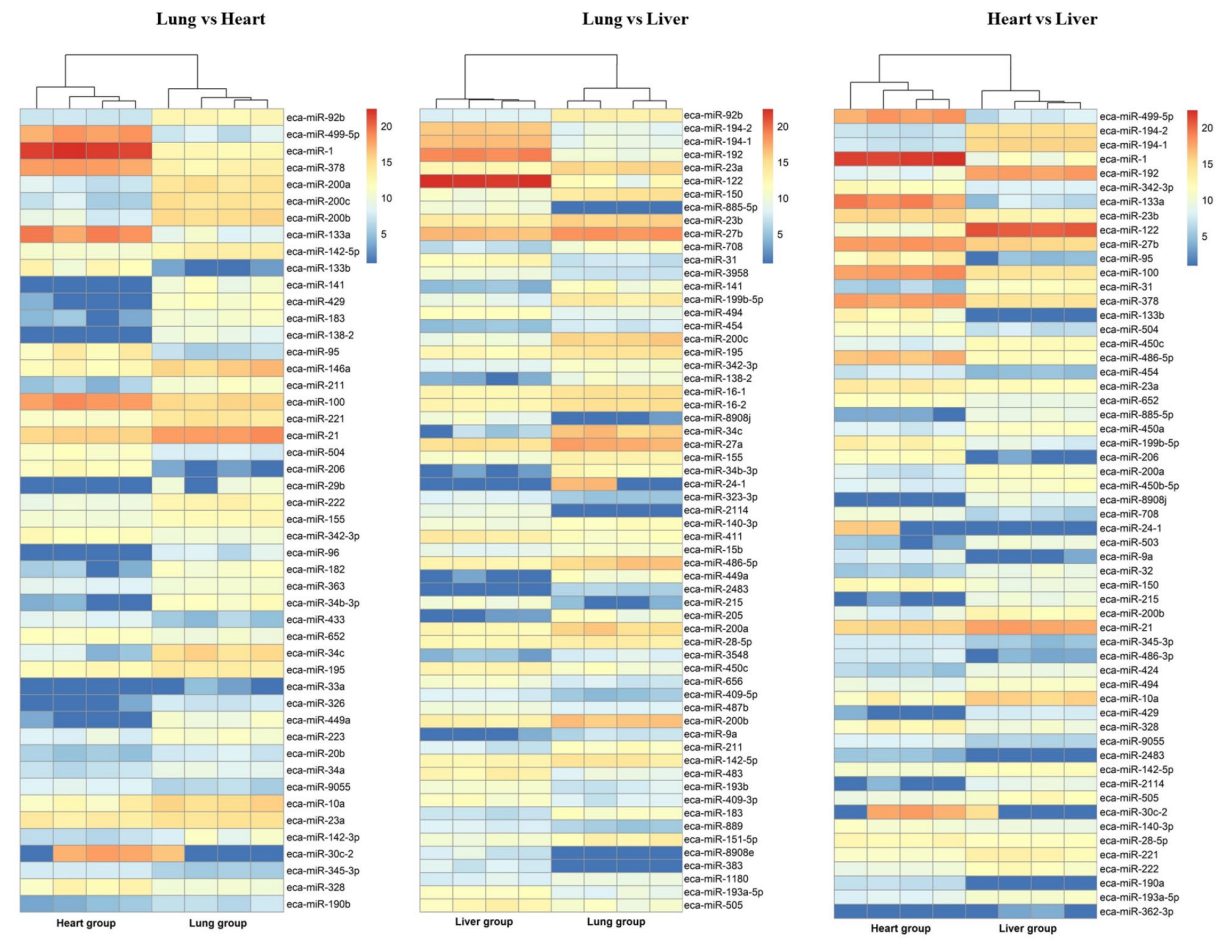
The heatmap of the most significant (p adj ≤ 0.000001) differentially expressed miRNAs in heart, lung, and liver tissues

#### Validation of the RRBS, RNA-seq and miRNA-seq data

Samples analyzed by the BSP and qPCR techniques were the same as those used in RRBS, RNA-seq, and miRNA-seq. Thirteen differentially methylated CpGs located within four different genes were selected (*A1BG*,* ERRFI1*,* PNN*, and *TSPAN8*) for validation. The results demonstrated that the trend in the methylation of the DMSs identified by NGS sequencing in the three groups was consistent with the BSP results and showed a high and significant correlation coefficient (r ranging from 0.872 to 0.991, *p* < 0.001) (Fig. 4A, Supplementary File Table S9A). To verify the reliability of the obtained RNA-sequence data, the expression levels of four DEGs (*A1BG*,* ERRFI1*,* PNN*, and *TSPAN8*) were verified by the qPCR method. The comparison between relative quantity (RQ) values and normalized read counts (RNA-seq) confirmed that the qPCR results for these DEGs were in accordance with the RNA-sequence data. Moreover, a correlation between these values was positive, and the coefficient was high and amounted from 0.796 to 0.998 (*p* < 0.05). The only exception was the *TSPAN8* gene, for which the correlation *r* = 0.643 was not statistically significant; however, it had the same direction of change in expression levels as identified by RNA-Seq (Fig. 4B, Supplementary File Table S9B). The real-time PCR method was also used to validate the expression levels of six selected microRNAs in all tissue samples. The validation of miRNA sequencing results showed a high and significant correlation between NGS and qPCR for the analyzed miRNAs (from 0.754 to 0.977, *p* < 0.05) (Fig. 4C, Supplementary File Table S9C). 

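The deposited counts of 5 of the 6 selected miRNAs were set beside the paper's own qPCR values of the same libraries. miR-499-5p, of cardiac muscle, was the most tissue-bound of them, with a deposited mean 1100.2 times higher in heart than in liver against 994 times in the paper's qPCR, which the liver of horse 32 decides (without it, the deposited fold was 1044 and that of the paper's qPCR 3767). For miR-23a, which averaged 22519 ± 3838 normalized counts in lung and 3949 ± 539.1 in liver (SD, n = 4), the folds were 5.70 and, in the paper's qPCR, 4.94. miR-101, a repressor of the methyltransferase gene EZH2, averaged 73079 ± 22081 in liver and 18722 ± 7454 in heart, a fold of 3.90 against 4.88 in the paper's qPCR. The folds of miR-125b-5p between heart and liver were 3.14 and, in the paper's qPCR, 3.47, from 191487 ± 45249.9 and 60925 ± 5049 normalized counts, and those of miR-100 between lung and liver were 2.11 and 1.91. The 4 deposited values of each higher tissue lay above the 4 of the lower one (exact permutation test, two-sided p = 0.0286 each, the smallest that 4 against 4 allow), and so did the qPCR values apart from those of miR-100. The folds depend on the scaling: with CPM values they were 478 for miR-499-5p, 6.17 for miR-23a, 8.98 for miR-101, 1.40 for miR-125b-5p, whose heart and liver values then overlapped, and 2.29 for miR-100. miR-126-3p was not analysed here.
The tissues form separate clusters, so the relation between the measures was computed within tissues, from log2 values after each tissue's mean was taken off. It passed for miR-23a, with Pearson's r of 0.749 over 12 libraries (exact permutation p = 0.00174, adjusted p = 0.00868) and Spearman's rho of 0.650 (p = 0.0169, adjusted p = 0.0843). For miR-101, r was 0.800 over 8 libraries (exact permutation p = 0.0174, adjusted p = 0.0434) and rho was 0.667 (p = 0.144, adjusted p = 0.360). It did not pass for miR-125b-5p (r = 0.668, rho = 0.571, 8 libraries; exact permutation p = 0.219 and 0.313, adjusted p = 0.365 and 0.521). Nor did it pass for miR-100 (r = 0.225, rho = 0.259, 12 libraries; exact permutation p = 0.529 and 0.461, adjusted p = 0.662 and 0.571) or miR-499-5p (r = 0.195, rho = 0.262, 8 libraries; exact permutation p = 0.729 and 0.571, adjusted p = 0.729 and 0.571). The adjustment covers the 5 miRNAs. Without the 2 libraries farthest from the median, r was 0.679 for miR-23a, 0.223 for miR-101, 0.505 for miR-125b-5p, 0.246 for miR-100 and -0.668 for miR-499-5p, so the relation of miR-101 rests on those libraries. The relation of miR-23a no longer passed with CPM values (adjusted p = 0.0676, exact permutation test) or without any 1 of the horses (0.139 to 0.208), and neither did that of miR-101 (0.161 and 0.139 to 0.596), for which the smallest p with a horse left out is 0.0278 before adjustment. By the paper's qPCR, miR-101 read 2.86 in the heart of horse 30 against 1 to 1.29 in the other hearts, and miR-499-5p 14.2 in the liver of horse 32 against 1 to 1.41 in the other livers.

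**Figure D5:**
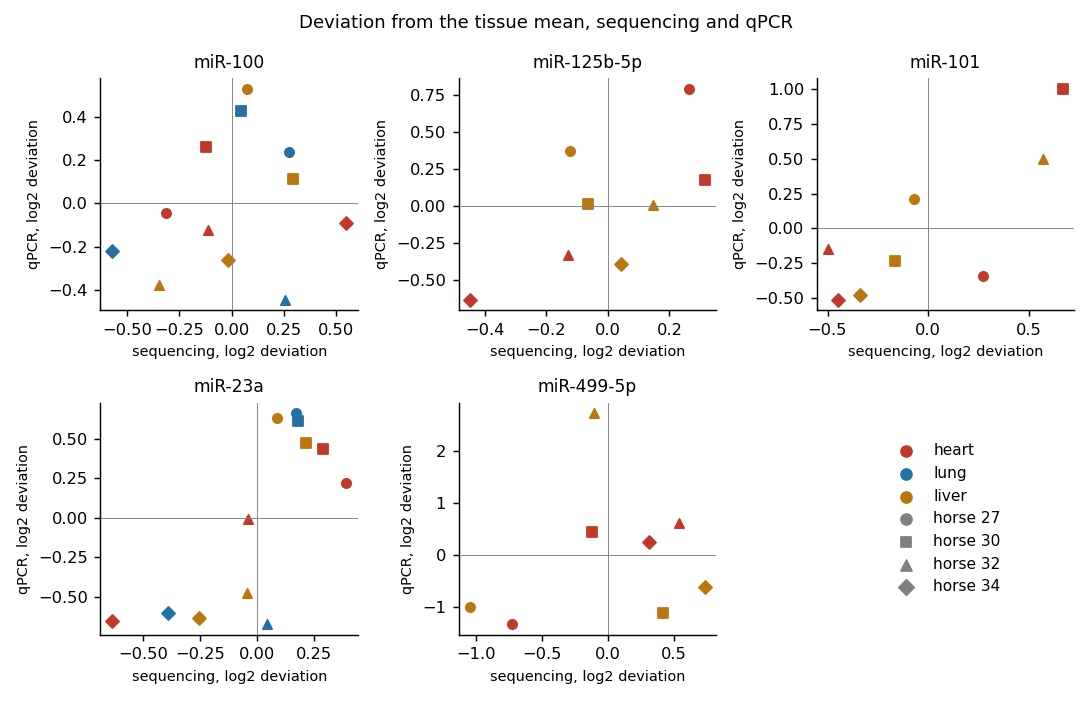
Deviation from the tissue mean of log2 normalized counts (x axis) against that of log2 qPCR values reported by the paper (y axis), in 1 panel for each of 5 miRNAs. Each point is a library, colored by tissue, 12 for miR-23a and miR-100 and 8 for the others. Pearson's r runs from 0.195 for miR-499-5p to 0.800 for miR-101.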

The validation by BSP and qPCR methods confirmed the reliability of the obtained sequencing data.

**Fig. 4:**
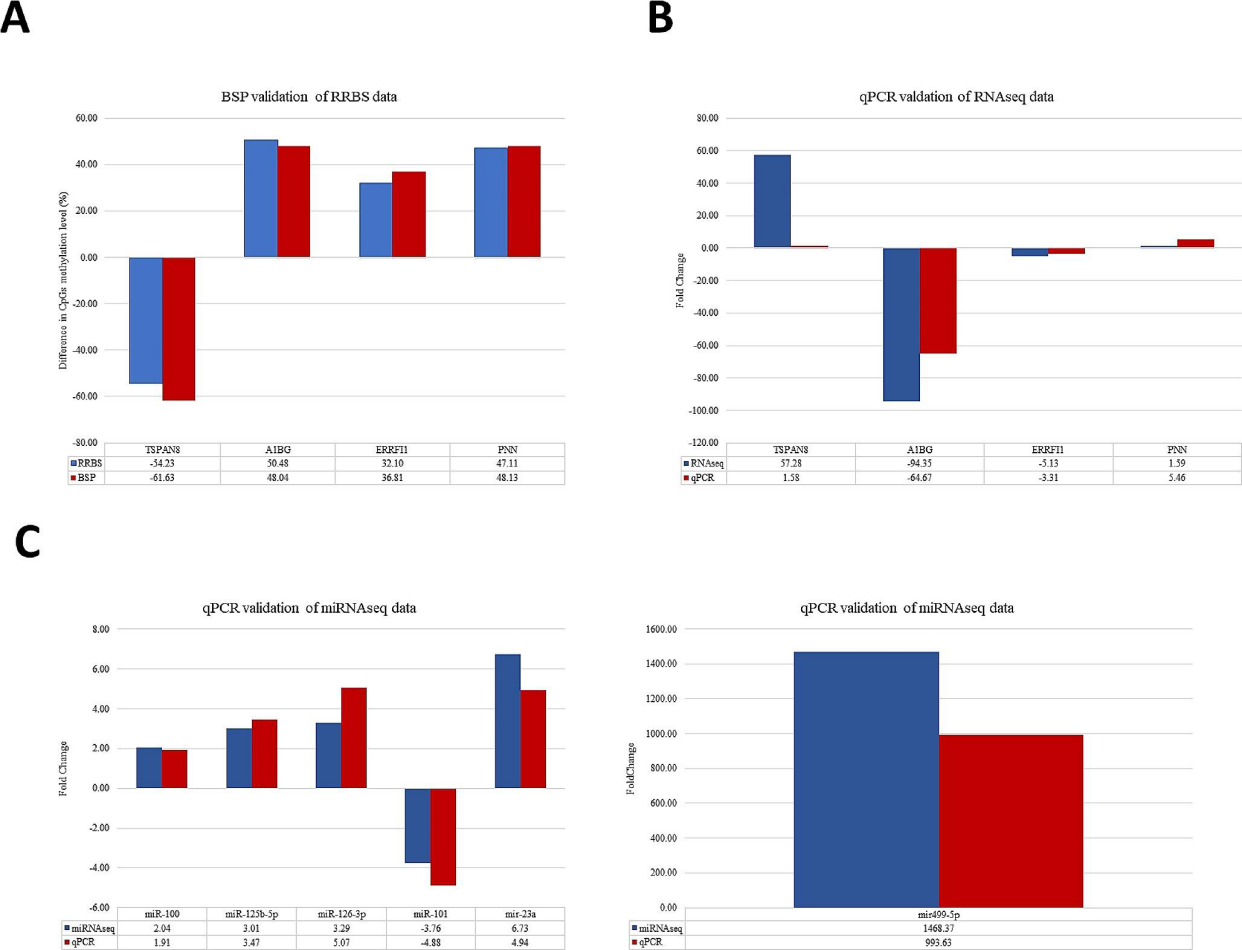
Validation of the DMSs **(A)**, DEGs **(B)**, and DE miRNAs **(C)** in heart, lung, and liver tissue samples by BSP and qPCR and their comparison with the results of NGS sequencing. Bars on the graph represent relative expression levels estimated using both applied methods

### Integrative analysis of methylome, transcriptome, and miRNAome data

The integrative analysis between the transcriptome and methylome was based on RNA-seq and RRBS data. First, the results regarding the identified differentially methylated genes were compared with the data on differences in expression levels, selecting genes characterized by simultaneous methylation and expression level changes. Next, according to the chosen screening criteria, the expression levels of 18,353, 17,792, and 16,714 DE genes in LvsH, LvsLR, and HvsLR comparisons, respectively, were divided into high (Q3), medium (Q2), and low (Q1) level expressed genes. In the next stage, the division of CpG sites was implemented, depending on their location in the gene sequence, the gene body, and the promotor region (TSS1500 + 5’UTR). Finally, a correlation analysis of changes in the methylation level of individual CpG sites with alternation in the level of gene expression was performed for the obtained genes. It resulted in genes characterized by a negative relationship between expression and DNA methylation in their promoter as well as genes showing a positive relationship between gene expression and methylation of CpGs located within the gene body. As a result, the three combinations of comparison (LvsH, LvsLR, and HvsLR) had 22, 25, and 40 differential genes with high expression (Q3) and with DMSs in the promoter region, respectively, and 387, 353, and 427 that had differential methylation sites located within the gene body, respectively (Tables 1, 2 and 3). In the case of genes with medium (Q2) and low expression levels (Q1), the number of genes showing the interaction between methylation and expression ranged from 18 to 48 with DMSs in the promoter region and from 176 to 767 in the gene body (Tables 1, 2 and 3). Furthermore, the conducted analyses showed a negligible relationship between changes in the gene body’s methylation level and changes in its gene expression level. This lack of relationship was observed regardless of the baseline gene expression level. However, a clear negative relationship was observed between the methylation level of gene promoter sequences and its expression level in most pairs of tissues and at various expression levels (Tables 1, 2 and 3).

**Table 1:** Correlation of changes in the methylation level of individual CpG sites with alternation in the level of gene expression between the same samples of lung and heart tissues (*Hyper- hypermethylation; Hypo-hypomethylation)

	Number of CpG sites	Number of genes	Average methylation difference	Average expression difference	Spearman correlation	Spearman significance
All genes						
Hyper*	1330	809	33.675	-621.684	-0.019	0.478
Hypo*	909	580	-32.794	82.563	0.001	0.970
Body hyper	1203	735	33.770	-406.094	-0.006	0.829
Body hypo	802	521	-32.647	71.934	-0.002	0.958
Promoter hyper	59	40	33.238	-261.603	-0.085	0.524
Promoter hypo	54	37	-32.692	235.793	-0.011	0.935
Genes with high expression						
Hyper	441	257	35.057	-1917.476	-0.140	0.003
Hypo	290	171	-33.823	132.477	-0.027	0.649
Body hyper	396	231	35.229	-1282.996	-0.125	0.013
Body hypo	259	156	-33.456	86.710	-0.014	0.817
Promoter hyper	14	12	37.112	-975.397	-0.009	0.976
Promoter hypo	14	10	-36.365	781.083	-0.252	0.384
Genes with medium expression						
Hyper	659	416	32.927	27.276	0.104	0.008
Hypo	454	305	-32.092	80.198	0.020	0.673
Body hyper	597	379	32.963	31.459	0.117	0.004
Body hypo	407	276	-32.186	85.892	0.016	0.747
Promoter hyper	33	23	31.648	-54.883	-0.015	0.934
Promoter hypo	24	17	-29.457	75.551	-0.157	0.463
Genes with low expression						
Hyper	230	139	33.168	3.442	0.097	0.143
Hypo	165	106	-32.916	1.344	0.076	0.334
Body hyper	210	127	33.312	3.594	0.133	0.054
Body hypo	136	91	-32.488	2.025	0.111	0.196
Promoter hyper	12	7	33.094	2.674	-0.558	0.059
Promoter hypo	16	12	-34.331	-0.971	-0.409	0.116

**Table 2:** Correlation of changes in the methylation level of individual CpG sites with alternation in the level of gene expression between the same samples of lung and liver tissues (*Hyper- hypermethylation; Hypo-hypomethylation)

	Number of CpG sites	Number of genes	Average methylation difference	Average expression difference	Spearman correlation	Spearman significance
All genes						
Hyper*	1154	669	38.682	-4019.657	-0.127	< 0.001
Hypo*	820	509	-34.150	152.707	-0.080	0.021
Body hyper	1052	606	38.633	-4064.042	-0.117	< 0.001
Body hypo	748	472	-34.025	145.511	-0.068	0.062
Promoter hyper	63	45	38.776	-5078.151	-0.213	0.094
Promoter hypo	47	20	-36.825	234.763	-0.178	0.231
Genes with high expression						
Hyper	436	238	40.470	-10674.852	-0.138	0.004
Hypo	265	148	-34.730	319.886	-0.115	0.061
Body hyper	403	215	40.401	-10650.301	-0.138	0.006
Body hypo	242	138	-34.869	303.406	-0.127	0.049
Promoter hyper	23	18	39.960	-13837.556	-0.207	0.344
Promoter hypo	16	7	-33.361	615.635	0.292	0.273
Genes with medium expression						
Hyper	516	322	38.064	27.424	-0.076	0.084
Hypo	434	269	-34.479	94.352	-0.036	0.450
Body hyper	491	305	38.030	32.41	-0.061	0.174
Body hypo	418	262	-34.164	95.986	-0.019	0.691
Promoter hyper	25	18	38.733	-70.518	-0.475	0.016
Promoter hypo	16	8	-42.695	51.671	-0.506	0.045
Genes with low expression						
Hyper	202	111	36.404	6.931	0.075	0.288
Hypo	129	94	-31.857	5.606	-0.049	0.583
Body hyper	179	99	36.215	6.404	0.025	0.736
Body hypo	108	83	-31.498	2.840	0.072	0.457
Promoter hyper	15	11	37.033	6.882	0.167	0.552
Promoter hypo	15	7	-34.260	23.797	0.041	0.886

**Table 3:** Correlation of changes in the methylation level of individual CpG sites with alternation in the level of gene expression between the same samples of heart and liver tissues (*Hyper- hypermethylation; Hypo-hypomethylation)

	Number of CpG sites	Number of genes	Average methylation difference	Average expression difference	Spearman correlation	Speramn significance
All genes						
Hyper*	1425	801	39.509	-2154.829	-0.136	< 0.001
Hypo*	1445	812	-35.613	160.432	-0.056	0.032
Body hyper	1260	710	39.648	-2249.631	-0.131	< 0.001
Body hypo	1326	749	-35.743	164.654	-0.068	0.013
Promoter hyper	110	70	38.405	-2085.889	-0.258	0.007
Promoter hypo	60	36	-34.249	187.732	0.137	0.296
Genes with high expression						
Hyper	486	258	40.281	-6290.285	-0.175	< 0.001
Hypo	431	226	-36.398	480.839	-0.063	0.192
Body hyper	428	221	40.702	-6592.125	-0.155	0.001
Body hypo	402	206	-36.838	489.309	-0.084	0.094
Promoter hyper	38	29	36.890	-6003.487	-0.554	< 0.001
Promoter hypo	15	11	-29.248	657.835	0.289	0.297
Genes with medium expression						
Hyper	707	394	39.666	-19.981	-0.131	< 0.001
Hypo	780	443	-35.541	30.626	-0.026	0.461
Body hyper	629	358	39.512	-21.676	-0.140	< 0.001
Body hypo	707	409	-35.474	29.665	-0.026	0.489
Promoter hyper	53	30	40.724	-25.293	-0.069	0.624
Promoter hypo	34	18	-37.292	40.668	0.211	0.231
Genes with low expression						
Hyper	232	151	37.414	2.470	-0.048	0.462
Hypo	234	145	-34.409	2.970	-0.179	0.006
Body hyper	203	133	37.847	2.602	-0.065	0.357
Body hypo	217	136	-34.589	3.022	-0.192	0.005
Promoter hyper	19	13	34.968	1.330	0.005	0.983
Promoter hypo	11	9	-31.661	1.243	0.101	0.768

Considering the above observations, the list of genes showing changes in expression level (Q1-Q3) and DNA methylation was further analyzed. To define genes potentially regulated by CpGs methylation the p adj < 0.05 and a fold change (FC) < -1 and > 1 were used as thresholds for DEGs. The analysis identified 56 fully annotated genes whose expression was negatively correlated with promotor methylation and 745 DEGs characterized by a positive correlation with methylation within their gene bodies (Supplementary File Tables S11-S13). The number of identified methylation-dependent genes differed between comparisons; most of them were identified in the heart vs. liver (33 DEGs with promotor methylation and 373 genes with DMSs within the gene body), followed by lung vs. heart (29 DEGs with promotor methylation and 347 genes with DMSs within the gene body), and lung vs. liver comparisons (19 DEGs with promotor methylation and 289 genes with DMSs within the gene body) (Supplementary File Tables S10-S12). The previous analyses showed no correlation between gene expression levels and methylation changes in the gene body. Therefore, the next analysis focused on DMSs in the promoter regions. A Venn diagram was used for the significant pairs identified by integrative analysis of promotor DNA methylation and DEGs expression between heart, lung, and liver tissue. The analysis allowed us to identify genes that are common or unique to specific group comparisons. The analysis identified three genes (*GGACT*,* ERRFI1*,* TSPAN8)* that were common to all compared groups (LvsH, LvsLR, and HvsLR), and eight genes (e.g., *COMMD4*,* CACNB2*,* SLC22A3*,* ZC3HAV1*,* RETN*,* MON2*,* TMC8*,* EHF)* shared between two comparisons, namely HvsLR and LvsLR. Moreover, it was found that the direction of changes in the DNA methylation level for these genes varied depending on the comparison being analyzed. Furthermore, between the comparisons, 33 unique genes were identified. Specifically, there were 16, 5, and 12 genes for LvsH, LvsLR, and HvsLR, respectively (Fig. 5; Table 4). According to the analysis conducted with ShinyGO, the genes that were identified as methylation-dependent and common for LvsLR comparison were found to be involved in peptidase and endopeptidase activity (GO:2001056, GO:0010950, GO:0010952, GO:2000116, GO:0052548), or response to hepatocyte growth factor (GO:0035728, GO:0035729). The most enriched terms common in the LvsH comparison were related to regulation of metabolic process (GO:0010605, GO:0031324, GO:0051253, GO:0045934) and immune response (GO:0042088, GO:0002460, GO:0002250). In the HvsLR comparison, the gene ontology analysis showed several GO terms on the verge of significance (> 0.052) associated with heart morphogenesis (GO:2000826, GO:0003129, GO:0061343) and iron ion management (GO:0006879, GO:0033212, GO:0055072, GO:0098711), among others (Supplementary File Table S13A-C). The analysis revealed that genes regulated by methylation are function-specific and differ across tissues. No common terms were found across all three comparisons.

**Fig. 5:**
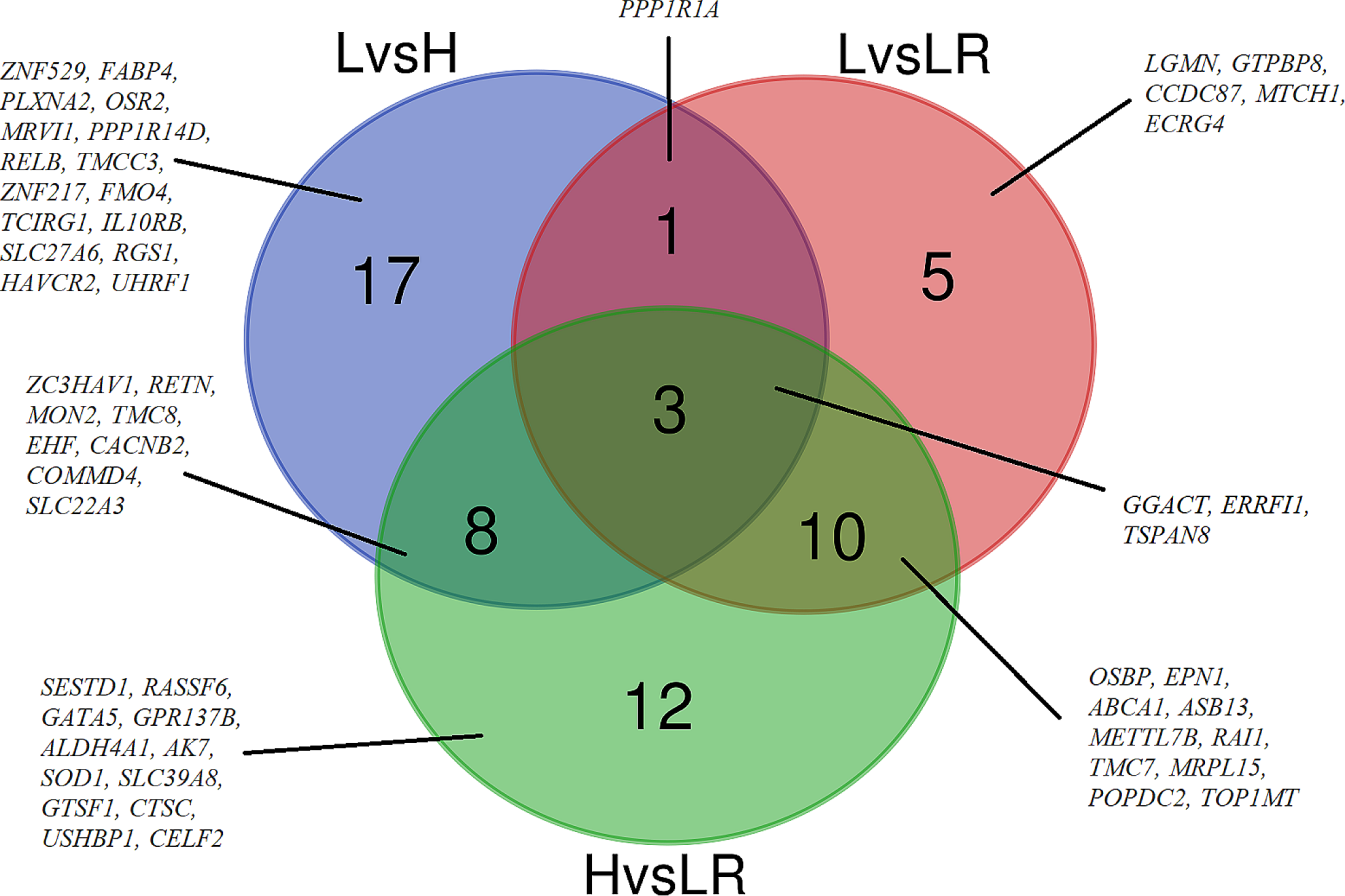
Venn diagram for potentially methylation-regulated DEGs for different tissue comparisons (L- lung, LR -liver, and H- heart tissues)

**Table 4:** The result of cross-analysis for DEGs characterized by a negative relationship between expression and DNA methylation in their promoter region (hypometh- and hypermeth- symbolize the methylation level of DMSs identified in the promoter region, namely, hypomethylation and hypermethylation, respectively)

Comparison	Number of genes	Elements (Gene symbol)
HvsLR_hypermeth LvsH_hypometh LvsLR_hypermeth	2	GGACT, ERRFI1
HvsLR_hypermeth LvsH_hypometh LvsLR_hypometh	1	TSPAN8
LvsH_hypermeth LvsLR_hypermeth	1	PPP1R1A
HvsLR_hypometh LvsH_hypermeth	3	CACNB2, COMMD4, SLC22A3
HvsLR_hypermeth LvsH_hypometh	5	ZC3HAV1, RETN, MON2, TMC8, EHF
HvsLR_hypermeth LvsLR_hypermeth	5	OSBP, EPN1, ABCA1, ASB13, METTL7B
HvsLR_hypometh LvsLR_hypometh	5	RAI1, TMC7, MRPL15, POPDC2, TOP1MT
LvsH_hypermeth	5	ZNF529, FABP4, PLXNA2, OSR2, MRVI1
LvsH_hypometh	11	PPP1R14D, RELB, TMCC3, ZNF217, FMO4, TCIRG1, IL10RB, SLC27A6, RGS1, HAVCR2, UHRF1
LvsLR_hypermeth	3	LGMN, GTPBP8, CCDC87
LvsLR_hypometh	2	MTCH1, ECRG4
HvsLR_hypermeth	10	SESTD1, RASSF6, GATA5, GPR137B, ALDH4A1, AK7, SOD1, SLC39A8, GTSF1, CTSC
HvsLR_hypometh	2	USHBP1, CELF2

Similarly, from the initial number of 224 miRNAs that were DE between various tissues and their 5821 predicted target genes, for all tissue comparisons, we detected 131 miRNAs whose expression was strongly negatively correlated with the expression of 959 different genes (7.3 genes per miRNA on average) (Figs. 6 and 7). 

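Of the 256 tested miRNAs, 176 were called by limma in at least 1 of the 3 comparisons, and 190 passed the adjusted p alone. CPM values gave 214 calls in place of 176. The paper's pairs of a miRNA and a gene rest on mRNA data that were not analysed here, so only the miRNA side is given. The copy of Table S14 used here lists 319 distinct pairs with 259 distinct target genes in lung versus heart, 788 with 566 in lung versus liver and 672 with 439 in heart versus liver. In it, 12 miRNAs have paired genes in all 3 comparisons, and 9 of them were in the authors' table. miR-342-3p, miR-423-3p and miR-486-3p were not analysed here.
miR-27b and its neighbor miR-23b were high in heart and lung and low in liver. miR-23b averaged 14510.2 ± 2239.6 normalized counts in heart (SD, n = 4), 14586 ± 1661 in lung and 3570.3 ± 568 in liver, with log2 fold changes of 2.04 in lung over liver (adjusted p = 2.40e-06, limma) and 2.02 in heart over liver (adjusted p = 1.36e-06); the latter was 0.83 with CPM values and no longer called. For miR-27b these were 1.72 (adjusted p = 4.03e-06) and 2.46 (adjusted p = 1.36e-07; 1.27 with CPM values). miR-27a, from the related cluster with miR-23a, had 2.15 (adjusted p = 5.54e-06) and 1.33 (adjusted p = 0.000250), where CPM values gave 0.13 (adjusted p = 0.675, the highest over the settings, 4.79e-05 the lowest without a library). miR-23a and miR-23b, like miR-27a and miR-27b, may share reads.
Between liver and lung, miR-378 was -1.48 in lung over liver (adjusted p = 0.000415), at 10294 ± 1388 in liver. miR-885-5p had a log2 fold change of -5.60 in heart over liver (adjusted p = 1.54e-08). miR-429, of the epithelial family of miR-200, was 3.41 in lung over liver (adjusted p = 0.00301) and -6.28 in heart over liver (adjusted p = 2.91e-05; -3.72 with a pseudocount of 10). miR-326 was at 0, 0, 11.2 and 0 in the hearts and 57.2, 79.8, 0 and 55.4 in the lungs of horses 27, 30, 32 and 34, and listed at 0 in liver. Its log2 fold change was 3.60 in lung over heart (adjusted p = 0.0430), where the fit with the horse as a block gave an adjusted p of 0.0877 and the call ended with a pseudocount of 0.5 and without horse 27, 30 or 34, the heart or lung of any of these, or any 1 liver library, at adjusted p up to 0.238 (6.47e-06 the lowest). In lung over liver it was 4.50 (adjusted p = 0.0121), and 0.0782, 0.0819 and 0.0749 without horse 27, 30 or 34.
Of the 131 paired miRNAs, 109 were named in the authors' table, 107 were tested and 95 of those were called in some comparison. By comparison, 33 of 42 tested paired miRNAs were called in lung versus heart, 58 of 63 in lung versus liver and 46 of 62 in heart versus liver.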

The number of detected miRNA-gene pairs differed in separate comparisons and ranged from 259 (LvsH) to 566 (LvsLR) (Supplementary File Table S14A-C).

**Fig. 6:**
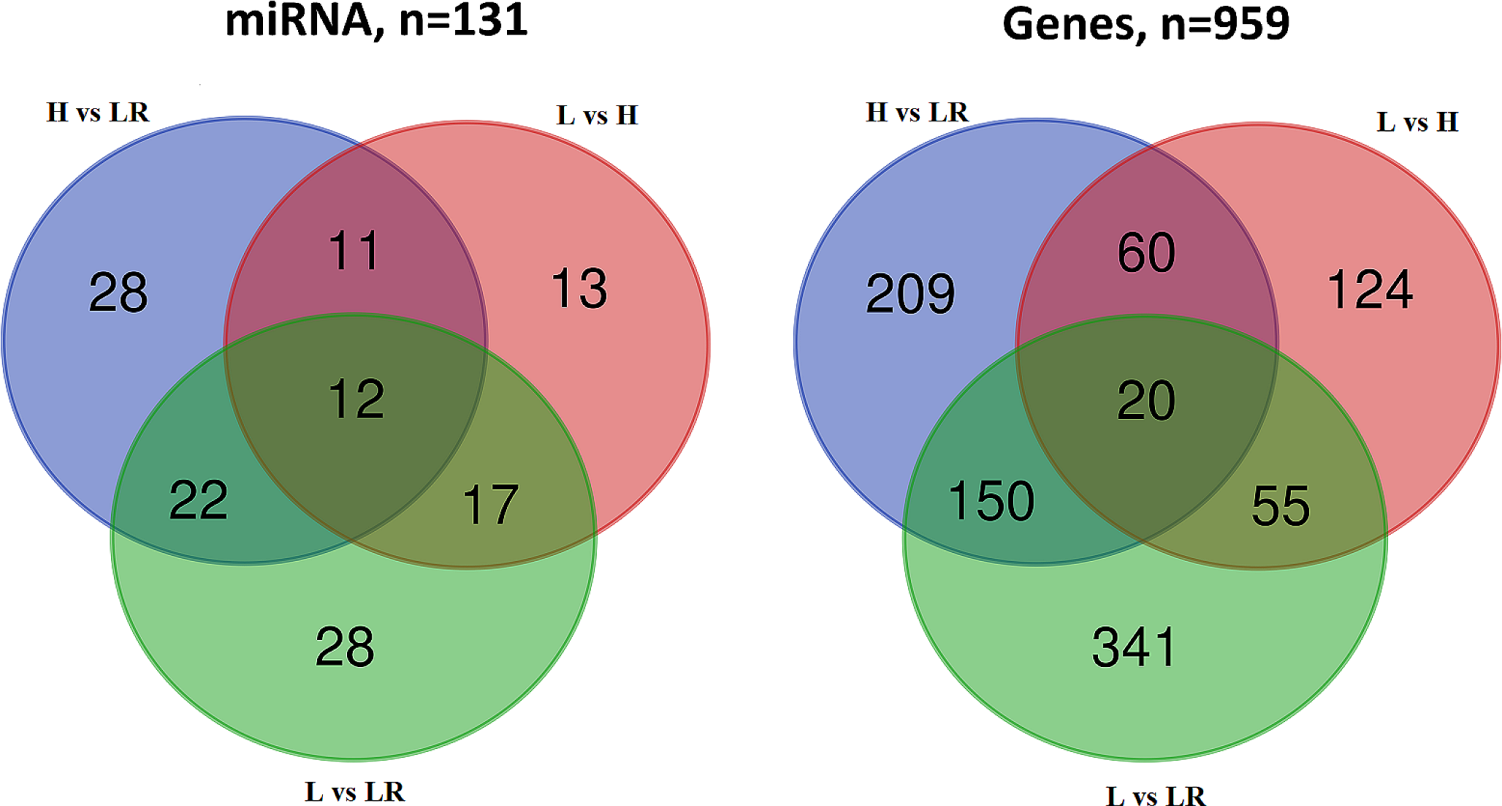
Venn diagram for detected miRNA and potentially miRNA-regulated genes for different tissue comparisons (the miRNA plot shows miRNAs correlated with the expression of a gene that was also significantly differently expressed between different tissues)

**Fig. 7:**
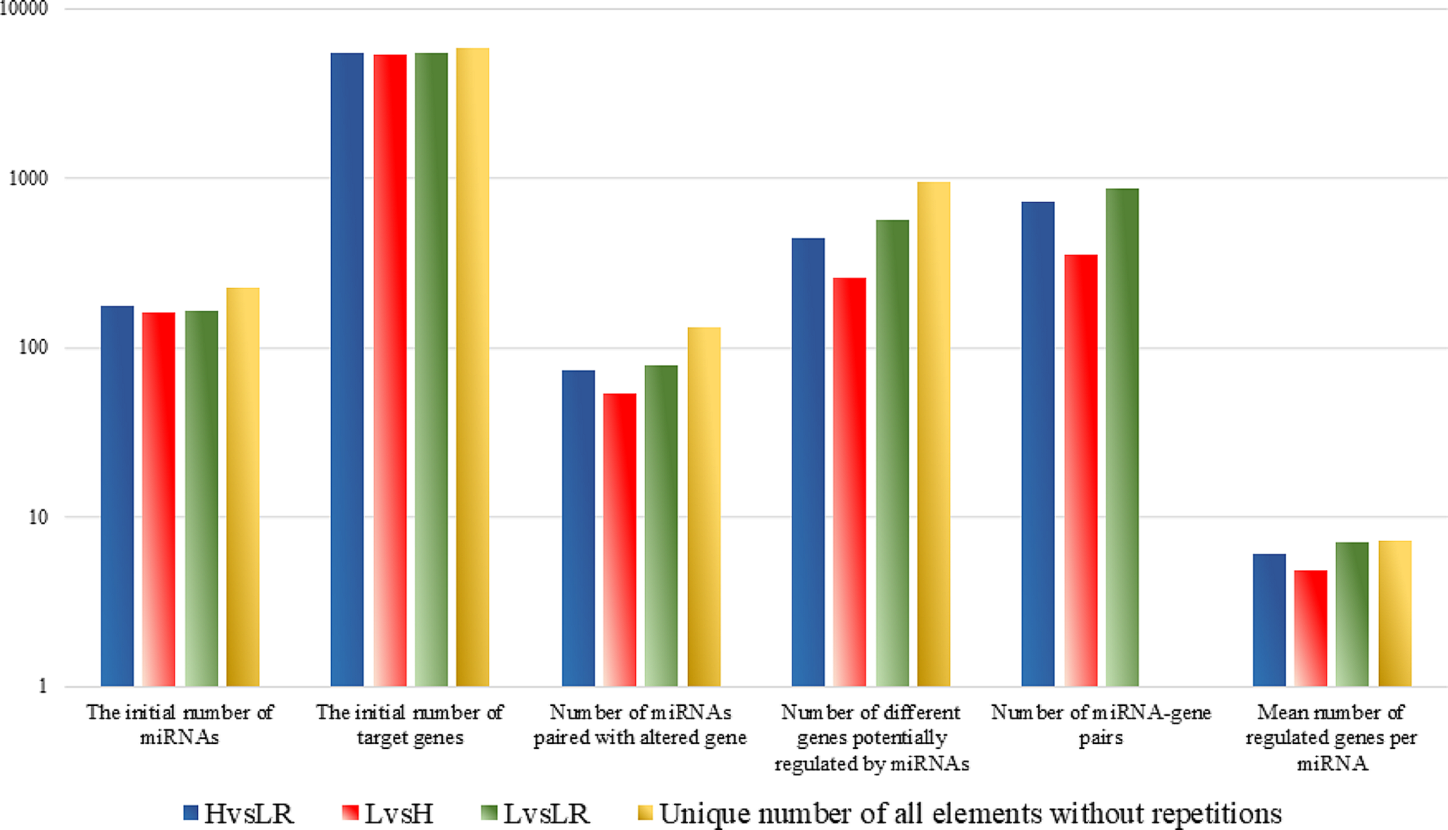
Statistics on the detected strongly correlated miRNAs and genes

The gene overrepresentation tests showed that all 959 miRNA-dependent genes were mainly engaged in processes connected with angiogenesis (e.g., GO:1904018, GO:0045766, GO:0001525, GO:0048514, GO:0001944, GO:0001568), cell proliferation (e.g., GO:0008285, GO:0008283), cell adhesion and migration (e.g., GO:0030036, GO:0051270, GO:0016477, GO:0007155, GO:0048870, GO:0040011), and development (e.g., GO:0060429, GO:0051094, GO:0009888, GO:0050793). A separate analysis of 20 genes that were miRNA-dependent in all three comparisons showed they were engaged in various developmental processes, including kidney (GO:0001822), renal (GO:0072001), urogenital (GO:0001655), heart (GO:0007507), and circulatory system (GO:0072359) development. What is more, the genes were engaged in cell migration, locomotion, and movement (Supplementary File Tables S15A-D). Analysis of genes related to miRNA altered in separate tissues showed that, independently of tissue, their functions were similar to those found for all combined miRNA-dependent genes (Supplementary File Table S15E).

Finally, to investigate the interplay between DNA methylation, miRNA expression, and the expression of their target genes, we analyzed the identified changes in DNA methylation, miRNA, and mRNA in an integrative way. We found 11 differentially methylated CpG sites in the promoters of four miRNAs. Only one miRNA, eca-mir-192, showed differential expression. The hypermethylation observed in the promoter region of eca-mir-192 was found to have a negative correlation with its downstream decrease of expression (*r* = -0.964, *p* = 0.003) in the heart vs. liver samples. For this DE miRNA, we predicted 28 predicted target genes, of which 14 were identified in this study as DEGs. Among these genes, six (*CAV1*,* NFKBID*,* SSH2*,* CALY*,* RANBP3*,* HSPA12A*) were found to be significantly upregulated in heart samples and were negatively correlated with eca-mir-192 expression (r from − 0.683 to -0.967) (Fig. 8). The gene overrepresentation tests showed that the methylated miRNA target genes were found to be involved in positive regulation of gap junction assembly (GO:1903598), response to angiotensin (GO:1990776) or gap junction assembly (GO:0016264) (Fig. 9).

**Fig. 8:**
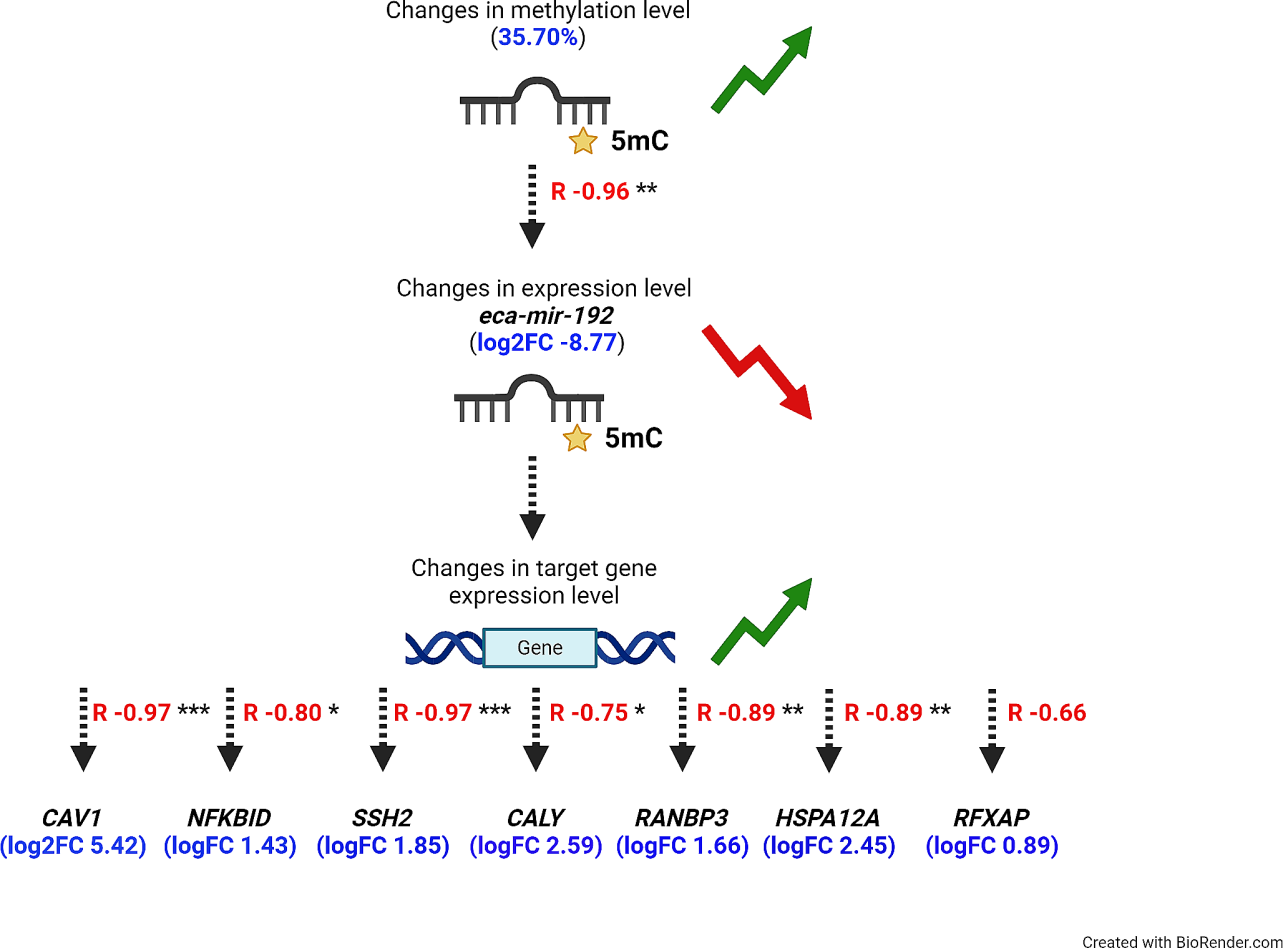
Significant pairs identified by the integrative analysis of DNA methylation, miRNA expression, and mRNA expression (R-correlation; ***p < 0.001; **p < 0.01; *p < 0.05)

**Fig. 9:**
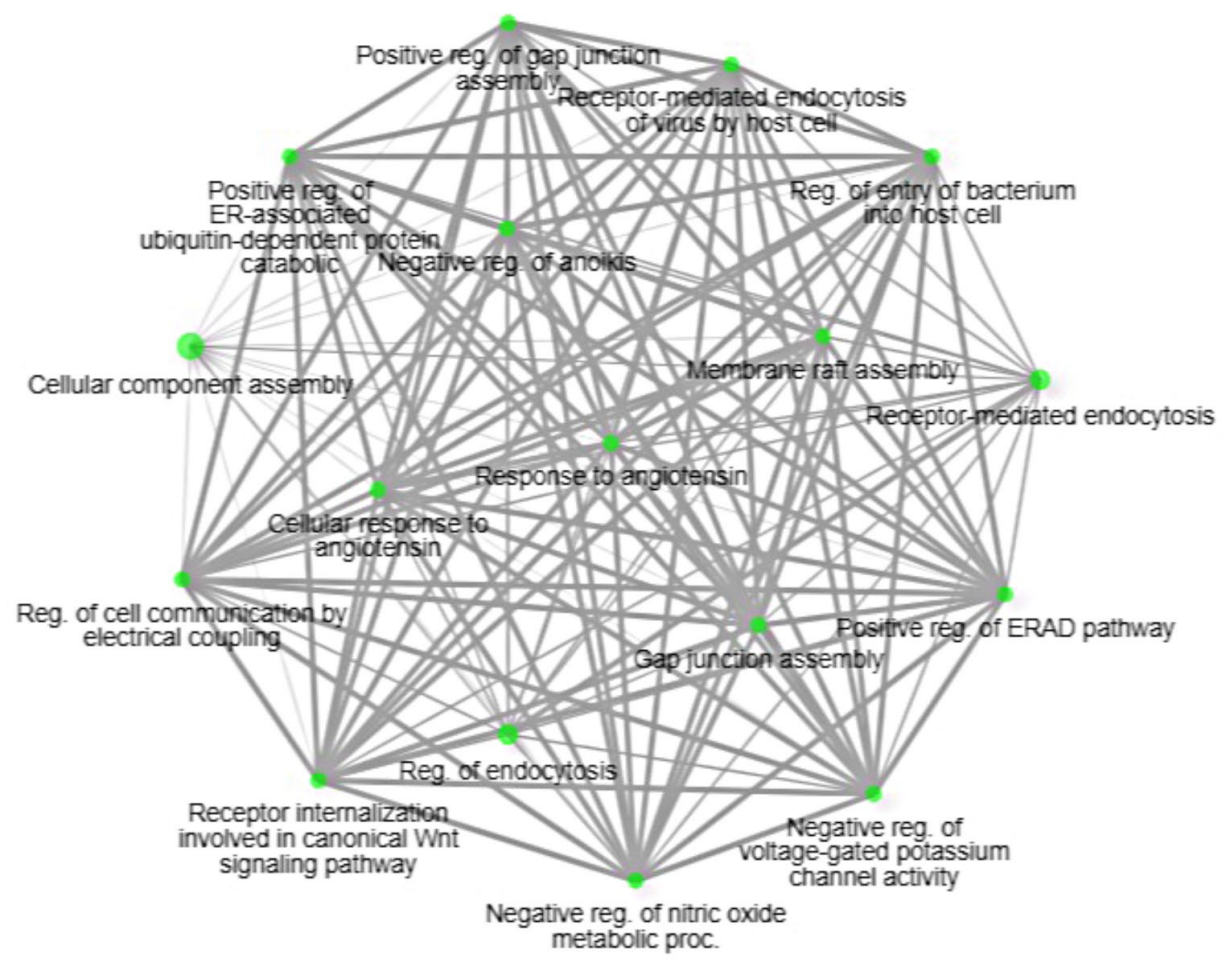
The relationship between biological processes enriched by the methylated miRNA target genes (two pathways (nodes) are connected if they share 20% (default) or more genes; darker nodes represent more significantly enriched gene sets; bigger nodes represent larger gene sets, and thicker edges represent more overlapped genes)

## Discussion

Next-generation sequencing technology has greatly improved and advanced epigenetic studies (Hurd and Nelson 2009; Schweiger et al. 2011). However, their annotations in the equine genome are currently limited, and efforts are being made to improve them through generating DNA methylation, microRNA, and gene expression profiles across different tissue types (Moreton et al. 2014; Lee et al. 2014, 2020; Andersson et al. 2015; Horvath et al. 2022; Orellana-Guerrero et al. 2023). In this study, RNA-seq, miRNA-seq, and RRBS were employed to identify tissue-specific patterns and detect differences in gene and miRNA expression, as well as DNA methylation, of selected tissues derived from two germ layers: endodermal (liver and lungs) and mesodermal (striated muscle of the heart). We sequenced heart, liver, and lung samples to explore their relationships, differences, and similarities and to lay the groundwork for research on the molecular basis of tissue pathophysiology in domestic horses. Additionally, this research will provide valuable knowledge for genetic analyses aimed at explaining the mechanisms of genome methylation and expression and the processes that shape hereditary functional traits in farm animals.

The interplay between methylation and gene expression is intricate and multifaceted. While high levels of gene expression are often linked to low promoter methylation (Kass et al. 1997), elevated gene body methylation also plays a significant role (Jones 1999). However, the causality relationships in this context have not yet been fully determined (Wagner et al. 2014). Previous studies have shown that different levels of DNA methylation can control tissue-specific transcription and may play a role in development and differentiation (Grunau et al. 2000). In this study, the number of DMSs detected between all three tissues ranged from 4067 to 6143 DMSs (q < 0.05). We observed that the distribution of DNA methylation in the three tissue groups showed a generally conserved pattern, with a predominant amount of DMSs in the gene body, and more specifically in gene introns, in all pairs of analyzed tissue. Recent studies have demonstrated that introns can contain regulatory sequences that play a crucial role in gene expression (Dhar et al. 2021; Orellana-Guerrero et al. 2023). Shukla et al. (2011) proposed that intronic DNA methylation might be linked to alternative splicing, resulting in differences in transcript variation and expression. Thus, DMSs located in intron regions could also play an important role in determining tissue-specific methylation and expression patterns. This result aligns with analysis conducted for porcine tissues, where higher CpG methylation levels were found within introns compared to exons in porcine hypothalamus-pituitary-ovary tissues (Yuan et al. 2017). To further investigate the possible role of methylation differences in the equine liver, lung, and heart, we annotated the DM sites and investigated the genes harboring differential methylation. Approximately 57% of identified DMSs were mapped to 1189, 1400, and 1695 genes (LvsLR, LvsH, and HvsLR, respectively). Through our analysis, we were able to identify genes that were differentially methylated in all three tissues, as well as genes that were unique to each of them. We found 302 genes that were common across all comparisons, with five genes (*TSPAN8*,* GGACT*,* ERRFI1*,* ECRG4*,* U2*) exhibiting the presence of DMSs in the potential promoter region (TSS1500 + 5’UTR). Interestingly, the direction of changes in DNA methylation levels for these genes varied depending on the analyzed comparison. For instance, in the LvsLR and HvsLR comparisons, hypomethylation was observed in the identified DMSs for the *U2* and *ECRG4* genes. On the other hand, hypermethylation was observed in the LvsH comparison, indicating a significant increase in methylation of these DMSs in liver tissue when compared to lung and heart. Similar relationships were also found in several other genes, such as *ZC3HAV1*,* RETN*, and *DPY19L2* genes, which had CpG sequences with increased methylation levels in the heart tissue when compared to other tissues. Similar results regarding the identification of differentially methylated regions within tissues have also been reported in two horse breeds (Thoroughbred (TH) and Jeju (JH) horses) (Lee et al. 2014b) and pig tissues from various breeds (Yang et al. 2011; Bang et al. 2013). Thus, these results suggest that identified DMSs may be part of tissue-specific differentially methylated sites and may play a significant role in the process of development of investigated organs and gene expression in equine heart, lung, and liver tissues.

The conducted analysis also provides insight into the transcriptome and miRNAome of different horse tissues. This analysis allowed the identification of 9733 to 11,263 differentially expressed genes, depending on the comparison. Based on previous studies utilizing gene expression analysis, it is evident that changes in the transcriptome from various tissues significantly contribute to phenotypic diversity among species (Brawand et al. 2011). As in the case of differentially methylated genes, DEGs and DE miRNAs that are common and unique to a given comparison were also identified. For example, some DE genes were overexpressed in HvsLR and LvsLR comparisons and downregulated in LvsH, which indicates a significantly increased expression of these genes in heart tissue compared to lung and liver. 

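In 35 miRNAs, limma set all 3 tissues apart. miR-146a, an immune regulator, miR-138 and miR-96 were among the 13 ordered lung over liver over heart. For miR-138 the order of liver and heart cannot be decided. It averaged 5.55 ± 4.01 in liver (SD, n = 4) and was listed at 0 in every heart library. The smallest value above 0 in the heart libraries was 6.71 to 10.1, so similar levels in heart could go unlisted. miR-486-5p and miR-95 were among the 7 ordered heart over lung over liver. For miR-486-5p, the call between heart and lung ended with CPM values and without horse 32 or 34. miR-450a was among the 6 ordered liver over lung over heart. It averaged 2731 ± 205 normalized counts in liver (SD, n = 4), 835 ± 433.5 in lung and 275 ± 85.6 in heart. miR-885-5p was among the 6 ordered liver over heart over lung, though its call between heart and lung ended with CPM values. miR-378 was 1 of the 2 ordered heart over liver over lung, and miR-150 of lymphocytes alone was ordered lung over heart over liver. A further 105 miRNAs were called in 2 comparisons and 36 in 1 only, of which 8 in lung versus heart, 17 in lung versus liver and 11 in heart versus liver. Being called in 1 comparison only does not show that the comparisons differ, which was not tested. None of the calls of the 3 comparisons was a call in the opposite direction under an alternative, though CPM values turned the sign of 7 in lung versus heart and 3 in heart versus liver.
Compared with both other tissues, 25 miRNAs were higher in heart, 31 in lung and 44 in liver, and 28, 22 and 25 were lower. Besides the muscle miRNAs, heart was highest in miR-10b, encoded between HOX genes, at 13574 ± 4229. Lung was highest in miR-155, an immune regulator, at 3051 ± 473 against 733 ± 84.0 in heart and 774 ± 212 in liver, and in miR-211 at 1748 ± 588. Liver was highest in miR-483, encoded within the gene IGF2, at 3774 ± 1451, in miR-675, encoded within the imprinted gene H19, at 379 ± 59.3, and in miR-31 at 1912 ± 561. miR-10b, miR-155, miR-211, miR-483, miR-675 and miR-31 were named after their values were seen. Every library of the tissue lay above every other library for 24, 28 and 40 of these miRNAs. With CPM values, 14 miRNAs were higher in heart, 54 in lung and 62 in liver than in both other tissues.
The 2 comparisons of a tissue share its libraries, so calls overlap more than separate lists would. Independent lists would share 9.76 miRNAs for heart, 12.5 for lung and 18.3 for liver. In 100 simulations without any difference, the overlap was 0 at most. Those simulations held no true differences, so they cannot show how far shared libraries raise the overlap. With the libraries of the shared tissue split between the comparisons, the 6 splits gave 22 to 23 in heart, 26 to 29 in lung and 36 to 40 in liver.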

Consistent with previous studies (Necsulea and Kaessmann 2014; Tang et al. 2017; Hao et al. 2019; Ma et al. 2022), we also observed tissue-specific expression patterns in analyzed tissues.

MiRNAs play a crucial role in negatively regulating gene expression by either promoting the degradation of target mRNAs or inhibiting their translation (Huang et al. 2014). Therefore, in this study, we also examined the expression of known miRNAs in lung, liver and heart tissue to identify differentially expressed miRNAs. With our approach, we identified 155 to 185 DE miRNAs. 

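At the adjusted p alone, without a minimum fold change, limma found 118 miRNAs in lung versus heart (62 higher, 56 lower), 141 in lung versus liver (69 and 72) and 137 in heart versus liver (59 and 78). Several well-known miRNAs had small differences that passed this test but lay below the fold change minimum. In lung over heart, miR-25 had a log2 fold change of 0.78 (adjusted p = 0.0129), miR-127 of the imprinted DLK1-DIO3 region -0.64 (adjusted p = 0.0390) and miR-125b-5p -0.99 (adjusted p = 0.0144). With CPM values miR-25 was called at 2.11, and miR-127 and miR-125b-5p turned to 0.69 and 0.34. miR-125b-5p was called with TMM (-1.17) and without horse 27 or 34, the heart of horse 32 or 34, or the lung of horse 27 or 34 (-1.26 to -1.01). miR-23a and miR-27a were at 0.90 and 0.82 (called with CPM values at 2.23 and 2.15) and miR-27b at -0.74 (0.59 with CPM values). In the same comparison, miR-25 was called without horse 34 (1.07), miR-23a without the heart of horse 27 or the lung of horse 34 (1.03 each, 1.16 without both) and miR-27a without horse 30 or its lung (1.03 each). In lung over liver, miR-25 was at 0.93 (adjusted p = 0.00351) and called with CPM values at 1.07 and without horse 27, horse 34 or the lung of horse 34 (1.00 to 1.07), miR-127 at -0.70 (adjusted p = 0.0207) and miR-504 at 0.82 (adjusted p = 0.0474).
Among the called miRNAs, the median size of the log2 fold change was 2.38 in lung versus heart, 2.37 in lung versus liver and 3.22 in heart versus liver. The control of the paper's qPCR, miR-128, was not called, with log2 fold changes of -0.43 in lung over heart, -0.30 in lung over liver and 0.13 in heart over liver (adjusted p = 0.491, 0.648 and 0.838), of which CPM values turned the first to 0.90 and the last to -1.06, a size past both thresholds (adjusted p = 0.0335, 0.977 the highest over the alternatives).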

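Among the miRNAs found in all tissues, miR-26a, a broadly expressed miRNA, and let-7a, of the family that restrains growth and development, were abundant in each. miR-26a, named after its values were seen, averaged 808358 ± 189533 normalized counts in heart (SD, n = 4), 787080.0 ± 31390.0 in lung and 747556 ± 87408 in liver, and none of its comparisons passed limma's test (log2 fold changes -0.01 in lung over heart, 0.08 in lung over liver and 0.09 in heart over liver). With CPM values it was called at 1.33 in lung over heart and -1.11 in heart over liver, and its share of the known miRNAs was lower in heart (5.44 to 8.24%) than in lung (16.3 to 21.1%) and liver (13.5 to 16.0%). let-7a averaged 526974 ± 286085, 662152 ± 184129 and 590072 ± 118898 in the same order, and did not pass either, though CPM values gave calls of 1.76 in lung over heart and -1.48 in heart over liver. Of the 294 known miRNAs, 232 were above 0 in at least 1 library of every tissue and 177 in all 12 libraries. A further 28 were detected in 2 tissues and 34 in a single tissue. Presence in a tissue says little of the level: miR-122 was above 0 in all heart and lung libraries, and miR-1 in all liver libraries.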

We also identified a group of 340 miRNAs that were universally expressed across all the tissues studied. Moreover, some miRNAs have already been reported in a previous study by Pacholewska et al. (2016). From 256 to 279 miRNAs reported in equine liver and heart, 152 and 131 miRNAs were identified also in our study, respectively. In horses, the characterization of miRNAs in major organs, including the liver, skeletal muscle, and large intestine, has significant clinical relevance to important equine diseases. Since the expression profile of miRNA is specific to particular organs and/or tissues (Flynt and Lai 2008), it is crucial to identify subsets of organ-specific miRNAs for clinical purposes, and our study shows clear differences in miRNA profiles between liver, lung and heart tissues.

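The most abundant miRNA differed between the tissues, while miR-26a and let-7a were among the 5 most abundant in each. In heart, miR-1 took 47.0% ± 3.51 of the known miRNAs (SD, n = 4) and miR-133a 7.49% ± 4.79, with miR-26a at 6.84% ± 1.33 and let-7a at 4.27% ± 1.52. In liver, miR-122 took 22.3% ± 1.54, miR-26a 14.8% ± 1.23, let-7a 11.6% ± 1.15 and miR-148a 9.21% ± 1.16. In lung no single miRNA dominated among those analysed: miR-26a took 17.7% ± 2.28, let-7a 14.6% ± 3.26 and miR-126-5p, of endothelial cells, 9.52% ± 2.55. miR-126-3p and miR-192, which the paper describes as high in liver, were not analysed here, so these ranks and shares leave both out. The paper's miRNA-seq values put miR-126-3p at 541239 to 1007480 in the lungs and 150218 to 247994 in the livers. Together the 10 most abundant miRNAs held 81.6% ± 1.39 in heart, 66.1% ± 3.64 in lung and 75.8% ± 2.53 in liver. Since miRNA profiles are specific to organs, the paper reasons that subsets of organ-specific miRNAs should be identified for clinical purposes.

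**Figure D6:**
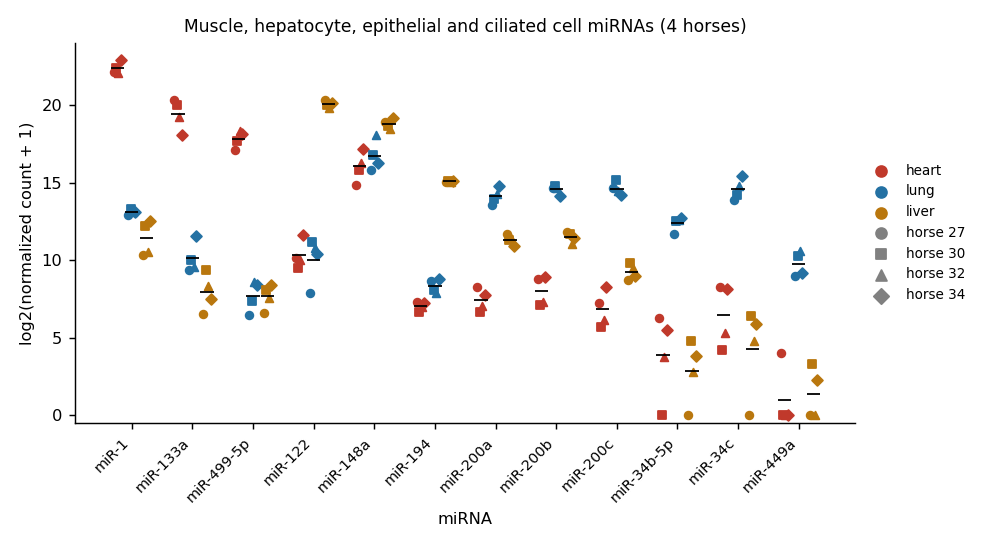
Log2(normalized count + 1) (y axis) of 12 miRNAs of the muscle, hepatocyte, epithelial and multiciliated cell lists in each library, grouped by tissue (x axis). Each point is a library of 1 of 4 horses and each black line is the mean of a tissue. The heart libraries lie highest for miR-1, miR-133a and miR-499-5p, the liver libraries for miR-122, miR-148a and miR-194, and the lung libraries for the other miRNAs.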

In the integrative analysis of methylation and gene expression, we found that genes exhibiting significant methylation and expression changes between tissues were mainly enriched in biological processes associated with anatomical structure morphogenesis and regulation of the multicellular organismal process, among others, playing indispensable roles in anatomical structure generation and organization. The genes containing identified DMSs also showed high overrepresentation in the BP categories of ATP binding and cytoskeletal protein binding, which play important roles in providing energy and in intra- and intercellular transport (Kuznetsov et al. 2020; Solomon et al. 2022). Similar results have been reported in the skeletal muscle, heart, lung, and cerebrum tissues of Thoroughbred (TH) and Jeju (JH) horses (Lee et al. 2014b), highlighting the role of DNA methylation in the regulation of genes categorized as being involved in ATP and cytoskeletal binding. Furthermore, the KEGG analysis for these genes revealed their enrichment, inter alia, in metabolic, PI3K-Akt signaling, Hippo signaling, and ECM-receptor interaction. Hippo signaling was one of the pathways that consistently showed enrichment by genes harboring DMSs in all comparisons between the studied tissues, which is known to be essential in regulating various biological processes like organ size, tissue homeostasis, survival, differentiation, proliferation, and cell fate (Yousefi et al. 2022). Recent studies have demonstrated that the Hippo pathway plays a significant role in developing vital organs such as the heart, lungs, and kidneys (Fu et al. 2022). Moreover, new evidence suggests that YAP/TAZ genes, which are a crucial component of the Hippo pathway, get activated in response to damage that occurs in various organs such as the skin, intestine, liver, heart, and lungs (Wang et al. 2017). The identified dynamics of Hippo signaling in the analyzed equine tissue are concordant with previous reports that highlighted the roles of the Hippo pathway in many aspects of liver, heart, and lung biology (Kizawa et al. 2023; Russell and Camargo 2022; Wang et al. 2018). The analysis conducted in our study has uncovered that genes influenced by methylation exhibit specific functions that vary across different types of tissues. The observed absence of common BP terms is attributed to the distinct biological and environmental functionalities of these tissues. The unique functions of the liver, lung and heart, their separate embryonic origins, and the effects of distinct microenvironments may lead to distinct patterns of DNA methylation and gene regulation. Notably, our findings align with a previous comprehensive study on human gene expression, which demonstrated that tissue-specific genes are enriched in categories pertinent to their specific functions, emphasizing the distinctive functional roles of genes in each type of tissue (Dezso et al. 2008).Further investigation of the possible role of methylation and miRNA expression in equine tissue development was enabled by integrating methylation data with gene and miRNA expression results. DNA methylation is an epigenetic mark that can affect gene expression (Moore et al. 2012). A majority of gene promoters are located in CpG islands (Saxonov et al. 2006). These regions of DNA exhibit a significantly higher density of CpG sites than the rest of the genome but are often not methylated (Bird et al. 1985). Methylation of CpG islands hinders transcription factor binding, attracts repressive methyl-binding proteins, and silences gene expression. However, CpG islands associated with gene promoters are rarely methylated, on the other hand, methylation is commonly found within the gene body (Moore et al. 2012). According to Brenet et al. (2011), the gene body is the section of the gene that lies beyond the first exon. Methylation of the first exon can cause gene silencing, as can promoter methylation. What is more, studies have shown that gene-body methylation is positively correlated with gene expression levels (Jjingo et al. 2012). Therefore, we classified the data not only by gene expression level but also by considering the location of differentially methylated sites within the gene regions. As a result, we identified 65 to 106 genes characterized by a negative relationship between expression and DNA methylation in their promoter region, as well as 1078 to 1459 genes showing a positive relationship between gene expression and methylation of CpGs located within the gene body. Interestingly, relying on the obtained data set, we noticed that there is almost no relationship between changes in the methylation level of the gene body and changes in the expression level of the gene. This lack of relationship was observed regardless of the baseline expression level of the gene. Nevertheless, it was noted that there is a clear negative relationship between the methylation level of gene promoter sequences and their expression level in most pairs of tissues comparisons and at various expression levels. This result suggests complex relationships between methylation and gene expression, which result from their expression level, the location of the methylated site in the gene sequence, and due to cellular heterogeneity within a tissue. Nonetheless, the obtained results confirm the existence of a negative relationship between methylation of promoter sequences and gene expression in the equine genome. Based on our data, after identifying the genes potentially regulated by methylation of their promoter sequence, we pointed out genes distinctive and specific to a given tissue and analyzed their biological role and molecular function. For example, in liver samples, a gene called ERBB receptor feedback inhibitor 1 (*ERRFI1*) showed increased expression and low methylation when compared to heart and lung tissue. The expression of *ERRFI*1 can be affected by modifications to its promoter region through DNA methylation and/or histone modifications in a cell-type-specific manner. For instance, promoter methylation of *ERRFI1* has been observed in 79% of human papillary thyroid cancer patient samples, leading to decreased gene expression. However, in breast cancer cells with low expression of *ERRFI1*, inhibiting DNA methyltransferase did not have any impact on the expression of this gene (Anastasi et al. 2005; Lin et al. 2011; Xu and Li 2021). It is interesting to note that the research results on *ERRFI1* expression suggest its benign role in liver development, but they also indicate its large share in liver regeneration (Ku et al. 2012). Evaluating the expression pattern of this gene in the equine abnormal liver could potentially enable the identification of the underlying causes of some liver pathologies.

In our study, we also identified 959 differentially expressed genes in H, L, and LR tissues that are potentially regulated (i.e., target genes) by 131 miRNAs, based on a strongly negative correlation between their expression. In our research, we confirmed, among others, the differential expression of eca-miR-183 between analyzed tissues. This miRNA showed the highest expression in lung tissue, followed by the liver, and the lowest in heart samples. 

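miR-183 averaged 1290.4 ± 416 normalized counts in lung (SD, n = 4) and 110.4 ± 34.9 in liver, and was at 39.8, 0, 17.9 and 47.1 in the hearts of horses 27, 30, 32 and 34. Its log2 fold change was 6.48 in lung over heart (standard error 1.00, adjusted p = 0.000243, limma), 3.53 in lung over liver (standard error 1.00, adjusted p = 0.00989) and -2.95 in heart over liver (standard error 1.00, adjusted p = 0.0271). miR-183 was called in all 3 comparisons.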

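For miR-183, each of the 4 lung libraries lay above each liver library, and each liver library above each heart library. An exact two-sided permutation test over the 70 assignments gave p = 0.0286 for each pair of tissues, the smallest that 4 against 4 allow. The call of miR-183 in heart over liver is the weakest of the 3: it ended without horse 27 or 32 (adjusted p = 0.0546 and 0.0771, limma) and without the liver of horse 27, 30 or 34 (0.0595, 0.0535 and 0.0529), with 0.00655 the lowest. The heart of horse 30, listed at 0, weighed on its size, which was -1.64 without horse 30. In lung over liver the call ended without horse 32 (3.16, adjusted p = 0.0867, the highest over the libraries left out, 2.33e-05 the lowest).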

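miR-96 and miR-182 followed the same order as miR-183 across the tissues. miR-182 averaged 1681 ± 544.3 normalized counts in lung (SD, n = 4), 149.8 ± 33.2 in liver and 37.6 ± 29.2 in heart. Its log2 fold changes were 5.76 in lung over heart (standard error 0.54, adjusted p = 3.48e-06, limma), 3.44 in lung over liver (adjusted p = 0.000201) and -2.32 in heart over liver (adjusted p = 0.00321). miR-96 averaged 197 ± 105 in lung and 21.4 ± 3.91 in liver, and was listed at 0 in every heart library. It was 2.93 in lung over liver (adjusted p = 0.000224), and in heart over liver -4.47 (adjusted p = 6.02e-06), moved to -2.35 with CPM values and to -1.64 with a pseudocount of 10. All 3 members were higher in lung than in heart and in liver, and lower in heart than in liver (3 each when adjusted over the list alone).

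**Figure D7:**
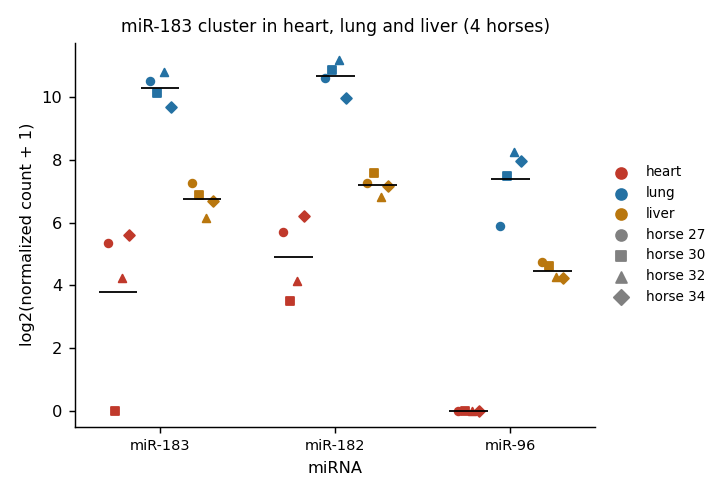
Log2(normalized count + 1) (y axis) of miR-183, miR-96 and miR-182 in each library, grouped by tissue (x axis). Each point is a library of 1 of 4 horses and each black line is the mean of a tissue. For each member the 4 lung libraries lie highest and the 4 heart libraries lowest.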

MiR-183 is a component of the microRNA 183 cluster, which includes miR-183, -96, and − 182. These members of the miR-183 family play various roles in the development of sensory organs (Dambal et al. 2015). Furthermore, eca-miR-183 has a variety of downstream target genes. One of the targets is *FAM13A*, whose overexpression in lung tissue was negatively correlated with the downregulation of miR-183. *FAM13A* is a modifier gene that regulates RhoA activity, actin cytoskeleton dynamics, and epithelial-mesenchymal transition in the cystic fibrosis lung phenotype. Moreover, this gene plays a role in the Wnt pathway, which is crucial in regulating adult tissue homeostasis (Zhang et al. 2019). This observation indicates that miR-183 may play an important role in equine lung growth and development.

We further conducted a comprehensive analysis of DNA methylation, miRNA expression, and mRNA expression in our study and discovered eca-miR-192 as a methylation-dependent miRNA. Our research revealed a reduced expression of this microRNA in the heart tissue compared to liver samples, negatively associated with its promoter methylation. MiR-192-5p is a sequence that is found at high levels in the liver (Raut and Khanna 2016), which is consistent with our results on horse organs. It plays a role in promoting liver development, cellular transdifferentiation, and energy metabolism coordination (Ren et al. 2021). Interestingly, there is a negative correlation between the levels of miR-192-5p and the expression of the *CAV1*,* NFKBID*,* SSH2*,* CALY*,* RANBP3*, and *HSPA12A* genes in equine liver tissue. Two of the genes mentioned have an important role in proper liver function. Caveolin-1 (*CAV1*) controls the transport and distribution of cholesterol and is also a significant regulator of lipid metabolism and accumulation (Han et al. 2020). Our GO functional enrichment analysis indicated that *CAV1* is involved in regulating the assembly of gap junctions, which are a specialized group of cell-to-cell junctions that play a crucial role in intercellular communication. In the liver, gap junctions are mainly found in hepatocytes and play crucial roles in all stages of the hepatic life cycle, including cell growth, differentiation, liver-specific function, and cell death (Willebrords et al. 2015). Meanwhile, Heat shock protein A12A (*HSPA12A*) is involved in the development of non-alcoholic fatty liver diseases caused by a high-fat diet, which suggests that it plays a vital role in regulating hepatic homeostasis (Liu et al. 2020). These findings suggest that methylation of miR-192-5p may affect liver function and development by further regulating the expression of the *CAV1* and *HSPA12A* genes. However, the epigenetic effects of these genes still require further study.

## Conclusion

In the present study, we systematically identified DMSs, DEGs, and DE miRNAs among three equine tissues, namely the heart, lung, and liver, and performed integrative analysis of all those data. We pointed out genes that are potentially differently regulated by DNA methylation and microRNA in those tissues. The analysis provided valuable insights into the biological processes and their regulation that are engaged in the differentiation and functioning of the studied tissues. Several genes were highlighted due to their known association with heart, lung, and liver development, including the *ERRFI1*, *FAM13A*,* CAV1*, and *HSPA12A* genes. Although the small number of samples limits our study, we have presented a methodology that can be useful for other researchers working with omics data. We also provide an opportunity to use our equine transcriptome, miRNAome, and DNA methylome data for the future search for the molecular mechanisms of equine tissue development and regulation of organs function.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1: Table S1. Primer sequences for validation of selected DMSs (A) and DEGs (B).

Supplementary Material 2: Table S2. Statistics on reads: (A) Reads mapping statistics of RRBS data. (B) Reads mapping statistics of RNA-seq data. (C) Reads mapping statistics of miRNA-seq data.

Supplementary Material 3: Table S3. The list of DMSs in different genetic regions identified in lung versus heart (A), lung vs. liver (B), and heart vs. liver (C) comparisons.

Supplementary Material 4: Table S4. Functional enrichment of genes harboring DMSs, in lung versus heart (A-C), lung vs. liver (D-F), and heart vs. liver (G-I) comparisons (BP- biological processes; CC- cellular components, MF- molecular functions). The enriched KEGG pathways involving genes with DMSs (J-L).

Supplementary Material 5: Table S5. The list of differentially expressed genes (DEGs) identified in lung versus heart (A), lung vs. liver (B), and heart vs. liver (C) comparisons.

Supplementary Material 6: Table S6. Functional enrichment of DEGs in lung versus heart (A-C), lung vs. liver (D-F), and heart vs. liver (G-I) comparisons (BP- biological processes; CC- cellular components, MF- molecular functions). The enriched KEGG pathways involving identified DEGs (J-L).

Supplementary Material 7: Table S7. The list of differentially expressed microRNAs (DEmiRNAs) identified in lung versus heart (A), lung vs. liver (B), and heart vs. liver (C) comparisons.

Supplementary Material 8: Table S8. Functional enrichment of DEmiRNA target genes in lung versus heart (A-C), lung vs. liver (D-F), and heart vs. liver (G-I) comparisons (BP- biological processes; CC- cellular components, MF- molecular functions). The enriched KEGG pathways involving identified DEmiRNA target genes (J-L).

Supplementary Material 9: Table S9. The results of validation of selected DMSs (A), DEGs (B), and DEmiRNAs (C).

Supplementary Material 10: Table S10. The list of methylation-dependent genes distributed by gene region (promoter and gene body) and expression level (high -Q3, medium -Q2, and low -Q1) identified between lung and heart tissues.

Supplementary Material 11: Table S11. The list of methylation-dependent genes distributed by gene region (promoter and gene body) and expression level (high -Q3, medium -Q2, and low -Q1) identified between lung and liver tissues.

Supplementary Material 12: Table S12. The list of methylation-dependent genes distributed by gene region (promoter and gene body) and expression level (high -Q3, medium -Q2, and low -Q1) identified between heart and liver tissues.

Supplementary Material 13: Table S13. Overrepresentation test in GO biological processes for methylation-related genes in heart vs. liver (A), lung vs. heart (B), and lung vs. liver (C) comparison.

Supplementary Material 14: Table S14. Analysis of correlation between miRNA and target genes expression for all altered miRNA and heart vs. liver (A), lung vs. heart (B), and lung vs. liver (C) comparison.

Supplementary Material 15: Table S15. Overrepresentation test in GO biological processes for miRNA-related genes (includes analysis for all genes (A), genes found for separate tissue comparisons (B-D), as well as common GO BP terms for all comparisons (E)).

Supplementary Material 16: Figure S1. Principal component analysis (PCA), clustering the analysed samples into three subgroups with different methylation patterns (A), different gene expression patterns (B) and different miRNA expression patterns (C) (Two-dimensional plot shows PC1 and PC2 as X and Y axes).

Supplementary Material 17: Figure S2. KEGG enrichment analysis (top 20 pathways) for genes harbouring identified DMSs (A-C), for DEGs (D-F) and for target genes of DEmicroRNAs (G-I) for different tissue comparisons (L- lung, LR -liver, and H- heart tissues). The KEGG pathways have been ranked based on fold enrichment values. The most significant pathways are indicated in red, while less significant processes are highlighted in blue. The size of the dots on the graph corresponds to the number of genes involved.

Supplementary Material 18: Figure S3. Functional enrichment analysis (top 20 BP terms) of genes harbouring DMSs (A-C), DEGs (D-F) and target genes of DEmicroRNAs (G-I) in different tissue comparisons (L- lung, LR -liver, and H- heart tissues). The biological processes have been ranked based on fold enrichment values. The most significant biological processes are indicated in red, while less significant processes are highlighted in yellow. The size of the dots on the graph corresponds to the number of genes involved.

## Data Availability

The obtained data from methylome, transcriptome, and miRNAome sequencing were deposited in the international Gene Expression Omnibus database (accession numbers GSE191047, GSE193661, and GSE202502).

# Supplementary material for: In search of epigenetic hallmarks of different tissues: an integrative omics study of horse liver, lung, and heart
**Source:** Mamm Genome. 2024 Aug 14;35(4):600–20. doi: 10.1007/s00335-024-10057-0
**Supplement:** Supplementary file 10 — Supplementary Material 10: Table S10. The list of methylation-dependent genes distributed by gene region (promoter and gene body) and expression level (high -Q3, medium -Q2, and low -Q1) identified between lung and heart tissues.

**Table 1A.** Primer sequences used for the amplification of regions validate with the BSPCR technique.

| ***Locus*** | **Number of analyzed CpG site** | **Primer sequences** | | **Size of PCR products** |
| --- | --- | --- | --- | --- |
| *A1BG* | 3 | **F*** | 5' GGTTTAGGGATAGATTTGAGGAG 3' | 402 bp |
|  |  | **R*** | 5' CAAATCCAACCACTAAACCAC 3' |  |
| *ERRFI1* | 3 | **F** | 5' GGGTATTATTTAGGGGATTTGTT 3' | 359 bp |
|  |  | **R** | 5' ACAATCAAAACCAAACCCTAAT 3' |  |
| *TSPAN8* | 3 | **F** | 5' TGGGTTAGGTTTTAGATGTTGT 3' | 363 bp |
|  |  | **R** | 5' TTCTAAAATCAACAACCTCCTATC 3' |  |
| *PNN* | 4 | **F** | 5' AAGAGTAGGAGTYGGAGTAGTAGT 3' | 297 bp |
|  |  | **R** | 5' ACCACCTTTTAAAAATTTATAACTTC 3' |  |

*F-forward sequence, R-revers sequence

**Table 1B.** Primer sequences for validation of selected DEGs with real-time qPCR.

| ***Locus*** | **Primer sequences** | | **Size of PCR products** |
| --- | --- | --- | --- |
| *A1BG* | **F*** | 5' ACCAGTTCCCACTAGGAGCA 3' | 160 bp |
|  | **R*** | 5' ATCCAGGACACAGGCTCAGT 3' |  |
| *ERRFI1* | **F** | 5' GACCCAATAACCATGGCCTAC 3' | 150 bp |
|  | **R** | 5' AATAATCAGAGGGGGCAAGC 3' |  |
| *TSPAN8* | **F** | 5' GTGTGTGCCGTGACAATCA 3' | 150 bp |
|  | **R** | 5' GCAGGAGCGGATGTAGTTGT 3' |  |
| *PNN* | **F** | 5' GCGTGGATTCTCAGATAGTGG 3' | 140 bp |
|  | **R** | 5' TTTTAACATCATCGTCCTCTGG 3' |  |
| *HPRT1* | **F** | 5’TGCTGAGGATTTGGAAAAGG 3’ | 158 bp |
|  | **R** | 5’ AATCCAGCAGGTCAGCAAAG 3’ |  |

*F-forward sequence, R-revers sequence

How the deposited data were processed for this re-analysis (not part of the article)

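Small RNA from the heart, lung and liver of 4 horses (horses 27, 30, 32 and 34) was measured in 12 libraries, 4 per tissue, and 1 table of the whole series was used. By the paper's methods, the authors checked the reads with FastQC 0.12.1, trimmed them with Trim Galore 0.6.7, counted them with sRNAbench against miRBase 22.1 at a minimum read count of 6, and normalized and tested them with DESeq2. Of the authors' tools, the submitters' processing notes name bcl2fastq, FastQC, Trimmomatic, BWA and DESeq2, without versions, so the trimming and counting tools of the 2 sources differ. The deposited values are counts that the authors normalized with DESeq2, a signal in which each library's counts were divided by a size factor. The table also gives the authors' own comparison of liver over lung, as a log2 fold change with its standard error, a Wald statistic (a score) and a p-value with its adjusted p-value; these deposited values were used only as an alternative and for comparison. The table holds 294 entries with the name of a known horse miRNA, where the paper counts 340, and 335 named by sequence.
From the deposited values and the paper's minimum read count of 6, the step in each library (0.618 to 1.85) and the reads in the table were derived. Depth was lowest in the liver of horse 27 (3066869 reads) and the lung of horse 34 (3536536). The smallest value above 0 was 11.1 and 6.79 normalized counts there, and 6.71 to 10.1 in the heart libraries. The 256 known miRNAs with at least 10 normalized counts in at least 4 libraries were tested on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3 (trend in the variance, all 12 libraries in 1 fit with a mean for each tissue), with Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. That only the known miRNAs entered the test was decided after the files were seen, since the table also holds sequences. A single value was compared with an exact two-sided permutation test. The share of variance between tissues was tested by exchanging tissue labels within horses. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The miRNAs named were set in advance: those the paper names; in each comparison the 10 higher and 10 lower called miRNAs with the largest fold change, without overlap between the groups and with a mean of at least 100 in the higher group; the 3 members of each list with the highest mean; and the miRNAs with paired genes in all 3 comparisons in Table S14. Table S7 and Fig. 3 of the paper had been read by then. Members chosen otherwise are said to be named after their values were seen. The lists were of striated muscle, hepatocytes, epithelial, multiciliated, leukocyte, red blood cell, endothelial, smooth muscle and mesenchymal, and neural and endocrine miRNAs, the miR-183 cluster, the imprinted DLK1-DIO3 cluster, the miR-17 cluster and its paralogs, the miR-424 and miR-503 cluster, and the let-7 and miR-8908 families. eca-miR-192 and eca-miR-126-3p were not analysed here. The mRNA and methylation data of the paper were not used here.
The horse numbers pair the samples, since the same number is the same animal. The deviations of libraries from their tissue means correlated between -0.27 and 0.15 for the 12 pairs of the same horse (median -0.057, 3 above 0.1) and between -0.27 and 0.36 for the 36 pairs of different horses (median 0.028), and in 5 of 24 comparisons of a library with another tissue the correlation was highest with its own horse. The fit with the horse as a block was run as an alternative, as were a pseudocount of 0.5 or 10, no filter or a filter in all libraries of a tissue, values rescaled to the same total per library (CPM), TMM scaling, the call without a fold minimum, and each horse and each library left out. Tests on reads were not run. On simulated values of 256 miRNAs with 100 changed, in 20 simulations, the fit recovered 69.6% of log2 fold changes of 1.5 in lung versus heart, 68.2% in lung versus liver and 70.7% in heart versus liver, and 87.8%, 89.1% and 89.7% of log2 fold changes of 3. It wrongly called 0.852%, 0.959% and 1.17% of the unchanged miRNAs.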

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

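All tests on named patterns below were chosen after the values were seen, apart from the tests of GC content and of read number in the lung of horse 34. Splits of the libraries and the scan for values far from the others were run after the counts were known, and the library measures in that scan were narrowed after its first output. Exchanging libraries between tissues in all 35 splits gave at most 1 call in lung versus heart, 1 in lung versus liver and 3 in heart versus liver, where the tissues gave 99, 132 and 120, so that chance can be excluded for each count; 1 of the splits, the real one, gave as many. For calls in any comparison, 100 drawn splits of the 12 libraries gave 108 at most against 176 for the real tissues, and for miRNAs higher in 1 tissue than in both others 1, 27 and 40 at most against 25 in heart, 31 in lung and 44 in liver. Besides the real split, 7 of the 35 splits part all 4 horses, with 1, 0 and 3 calls at most, and 3 of the 100 drawn splits do, with 108, 0, 1 and 40 at most.
Of 240 groups of 4 values examined, 17 held a value far from the others. The chance figure of about 12, or about 1 in 20 groups, does not hold for groups with values at 0. A group with a single value above 0 always counts as far, so 17 cannot be compared with 12. In the lung of horse 34, miR-133a was at 3055 and miR-133b at 216, against 665.2 to 1037 and 52.3 to 76.7 in the other lungs. miR-142-5p was at 4607 in the liver of horse 34 and 0 in the others, miR-208b at 2100.4 in the heart of horse 32 (1741 to 1769 in the others), and miR-372 at 932 in the liver of horse 27 (169.7 to 257). miR-9a was at 235 in the lung of horse 32 (543.6 to 599.6). Single libraries above 0 where the others were at 0 held miR-2114 at 3.71 and miR-8908b at 22.3 in the lung of horse 30, miR-8908i at 7.72 and miR-8908k at 6.31 in the lung of horse 32, miR-326 at 11.2 in the heart of horse 32, and miR-429 at 16.2, miR-449a at 14.9 and miR-551a at 17.4 in the heart of horse 27. The paper's qPCR read miR-101 at 2.86 in the heart of horse 30 and miR-499-5p at 14.2 in the liver of horse 32. The liver of horse 27 listed 230 known miRNAs, the fewest in liver.
The lung of horse 34 stood apart from the other lungs, at 19.9 on the third principal component. The heart of horse 27 came next (13.0, the others at most 5.48). The deviations of these 2 libraries from their tissue means correlated at 0.338 across miRNAs, which are not independent replicates. miR-103 was listed at 0 in these 2 libraries and in no other. How far that name weighs on the component, the correlation and the deviations below was not tested. Heart muscle RNA in the lung of horse 34 would raise miR-1 to 24223, from the 0.271% share that miR-133a needs. In that lung miR-1 was at 8965, a ratio of 1.00 to the other lungs, so heart muscle is excluded. A bias by GC content is argued against over 25 entries named by sequence: the rank correlation was -0.0527 (bootstrap interval -0.479 to 0.395), against 0.456, 0.0785 and -0.346 in the lungs of horses 27, 30 and 32, and horse 34 had the largest in size in 1.85% of 2000 draws of the entries, draws and interval being added after the values were seen. Fewer reads limit low miRNAs most. The 50 most abundant miRNAs had a mean absolute deviation of 1.09 in this lung, against 0.647 to 0.736 in the other lungs, a ratio of 1.48 to the next. This ratio rests on 1 library, and names at 0 such as miR-103 may enter it, so it does not decide. For these miRNAs fewer reads stay open. The rest deviated by 1.02, against 0.633 to 0.823 in the other lungs, and for them fewer reads stay open. A difference of the horse stays open too: in lung alone it was untested, and one shared by its tissues was not decided, the deviations of its lung correlating at -0.151 with those of its heart and -0.270 with those of its liver, where 36 pairs of different horses had an SD of 0.178.
miR-103 or miR-107a, and miR-17 or miR-106a, were at 0 in 9 cases from 8 libraries, the lung of horse 34 having 1 of each pair at 0. Reads shared between the near-identical names are a candidate explanation: the sum of the pair stayed at a median of 0.834 times that of the tissue's other libraries (0.386 to 1.49), while the member still listed was 1.71 times higher (0.741 to 2.86). A difference between horses that their tissues share is excluded, since in 9 of 9 cases the member at 0 was above 100 in another tissue of the same horse. A difference of a horse in a single tissue was not tested.
Entries named by sequence, which the paper does not report, were called in 21 of 75 tested in lung versus heart (10 higher and 11 lower), 21 in lung versus liver (10 and 11) and 30 in heart versus liver (18 and 12). Reads of the same RNA split between names that differ at the 3-prime end are argued against as the cause of most calls within these entries, since 18.1% of the 72 calls (13; exact binomial interval 9.98 to 28.9%) were of names that share their first 18 bases with another and 59 were not. For the 13 they stay open: once such names were summed, 53.8% (7 of 13) ended or turned, and 28, 24 and 35 of 74 entries were called. Known miRNA names were not compared by sequence, so reads split with these stay open. A biological difference between tissues stays open, as untested.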

How the results depend on the processing

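The tests without lung replicate 34 and heart replicate 27, of all entries in 1 fit, of near-identical names summed and of the authors' p-values were chosen after the data were seen. Of the log2 fold changes of the miRNAs named by the rule set in advance, 1608 under other settings and 3018 with libraries left out kept their direction and side of the threshold, 13 and 59 lost a call, 26 and 27 gained one, and 24 and 58 changed sign, none of them a call with all libraries. Of the counts and other values that answer a comparison, 169 and 300 kept theirs, 2 and 14 lost a call, 1 and 1 changed sign and 7 moved under other settings. The cause was not tested. edgeR and DESeq2 on reads were not run. Summing copies of a locus gave no value, since 0 names end in a locus number, and miR-192 was not analysed here. The horse as a block gave 97, 131 and 116 calls in lung versus heart, lung versus liver and heart versus liver, and 172 in any comparison, in place of 99, 132, 120 and 176. It changed no call of a named miRNA other than miR-326 in lung versus heart. With libraries left out there were 87 to 104, 115 to 135 and 102 to 128 calls, and the share of variance between tissues was 75.3% to 80.5% (71.6% to 81.1% under other settings). Low miRNAs are limited by the smallest value above 0, from 3.71 normalized counts in the lung of horse 30 to 11.1 in the liver of horse 27. This value did not follow depth alone. It was 6.71 to 10.1 in the heart libraries, with a median of 8645101.5 reads, and 6.79 in the lung of horse 34, with 3536536.
With CPM, 121 miRNAs were higher and 16 lower in lung versus heart, 27 higher and 137 lower in heart versus liver, and 14 and 54 were higher in heart and in lung than in both other tissues. Above 0 in every library, 177 miRNAs were detected in place of 294. CPM turned log2 fold changes to 0.96 for let-7f, 1.18 for miR-101, 1.04 for miR-122, 0.34 for miR-125b-5p, 0.69 for miR-127, 0.90 for miR-128, 1.08 for miR-143, 0.92 for miR-199a-5p, 0.92 for miR-199b-5p, 0.59 for miR-27b and 0.97 for miR-92a in lung versus heart, to 0.063 for miR-199a-5p, 0.070 for miR-199b-5p, 0.0026 for miR-20a and 0.051 for miR-7 in lung versus liver, and to -1.10 for let-7f, -0.23 for miR-126-5p, -1.06 for miR-128, -0.85 for miR-199a-5p, -0.85 for miR-199b-5p and -1.04 for miR-25 in heart versus liver. TMM turned them to -0.077 for let-7g and -0.16 for miR-23b in lung versus heart and 0.13 for miR-127 in heart versus liver. Without lung replicate 34 and heart replicate 27, let-7g was at -0.065 in lung versus heart and miR-499-5p at -0.20 in lung versus liver.
With libraries left out, log2 fold changes that changed sign ran from -0.80 to 0.28 for let-7f, -0.30 to 0.67 for let-7g, -0.53 to 0.12 for miR-101, -0.93 to 0.44 for miR-122, -0.83 to 0.11 for miR-128 and -0.085 to 0.17 for miR-23b in lung versus heart, -0.011 to 0.43 for let-7a, -0.52 to 0.11 for let-7f, -1.08 to 0.36 for miR-129b-5p, -0.18 to 0.096 for miR-199a-5p, -0.18 to 0.10 for miR-199b-5p, -0.33 to 0.19 for miR-20a, -0.32 to 0.44 for miR-499-5p and -0.34 to 0.10 for miR-7 in lung versus liver, and -0.61 to 0.042 for let-7a, -0.32 to 0.47 for let-7f, -0.25 to 0.16 for miR-127, -0.32 to 0.53 for miR-128, -0.010 to 0.37 for miR-25, -0.73 to 2.97 for miR-34b-5p and -1.87 to 0.56 for miR-449a in heart versus liver. For miR-183, the range was 3.16 to 3.74 in lung versus liver, where the call ended without horse 32, and -3.56 to -1.64 in heart versus liver, where it ended without horse 27 or 32 and without liver replicate 27, 30 or 34. Within tissues, the correlation of qPCR with miRNA-seq was -0.255 for miR-100 and 0.842 for miR-499-5p on a linear scale, neither of which passed. With CPM it was 0.720 for miR-101 and 0.605 for miR-23a (adjusted p = 0.161 and 0.0676, permutation test). With a horse left out it ran from 0.599 to 0.974 for miR-101, 0.579 to 0.878 for miR-23a and -0.670 to 0.498 for miR-499-5p, which changed sign without horse 27. Leaving out any 1 horse ended the pass of miR-101 and miR-23a.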

Differences from the paper's values

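The count of miRNAs detected in all 3 tissues, the tally of signs against the paper's tables and the comparison of normalized levels were chosen after the values were seen. The paper states 155 as the fewest differentially expressed miRNAs in a comparison, against 99 here in lung versus heart, at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The paper's methods state these thresholds too. For that comparison, the paper's results give 125, which is not over 1.5 times the number here. The paper's 155 was no longer over 1.5 times the number here without a filter on low values (105), with CPM (136 in lung versus liver, then the fewest), without heart replicate 27 (104) and without a fold change minimum (118). It was so in the other alternatives set before the data were examined (87 to 102), and none reached 155.
For miR-96, the paper's log2 fold change in lung versus heart is 9.92, against 7.39 here. miR-96 was listed at 0 in every heart library, so the value here depends on the pseudocount (4.16 with 10). It cannot decide whether the 2 sources differ. No alternative set before the data were examined brought the values within the larger of their standard errors, and the nearest was a pseudocount of 0.5 (8.39). In lung versus liver, the paper's value is 3.89 against 2.93 here, within that error without horse 27 (3.52) and without the lung of horse 27 (3.43), and not in the other alternatives. In heart versus liver, the paper's value is -6.03 against -4.47 here, within that error with a pseudocount of 0.5 (-5.43), and not in the other alternatives. With heart at 0, this value depends on the pseudocount too (-1.64 with 10), so it cannot decide either. For miR-23a in lung versus liver, the paper's value is 2.76 against 2.504 here. It was within that error with CPM (2.64), with TMM (2.52), without horse 27, 30 or 32, without the liver of horse 27, 30 or 32 and without the lung of horse 32 or 34, and not with the horse as a block, another pseudocount or filter, without horse 34, any heart, the liver of horse 34 or the lung of horse 27 or 30. These values are on the log2 scale in both sources. For miR-100, the paper's miRNA-seq values beside its qPCR average 315259 in heart, 43604 in lung and 21558 in liver, against 592221 ± 169919, 86246 ± 20900.3 and 40804 ± 7332 here (SD, n = 4). For miR-101, they average 6838 in heart and 25568 in liver, against 18722 ± 7454 and 73079 ± 22081. Leaving out any 1 horse closed none of these gaps, and the deposited values were 1.83 to 2.12 times the paper's for miR-100 and 2.404 to 3.18 times for miR-101. They were 1.36 to 1.56 times the paper's for miR-125b-5p, and a median of 0.964 times for miR-23a and 1.06 times for miR-499-5p.
The paper's discussion gives the number of miRNAs found overall as the number expressed in all the tissues. Here 294 were detected in any tissue and 232 in all 3. Of the miRNAs in the paper's tables of differential expression that were tested here, 88 of 91 had the same sign in lung versus heart, 113 of 114 in lung versus liver and 102 of 106 in heart versus liver. Of those called here, 75 of 75, 100 of 100 and 89 of 90 had the paper's direction. The other is miR-29b, listed as lower in heart than in liver in the paper and at a log2 fold change of 2.04 in heart versus liver here (adjusted p = 0.00241, limma).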

Other observations

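The lists in this part were fixed in advance, and the tests of the last paragraph were chosen after the data were seen. Many miRNAs of the imprinted DLK1-DIO3 cluster, expressed from the maternal chromosome, were higher in liver than in lung. Of 37 tested, 30 were lower in lung than in liver and none was higher (31 and 0 adjusted over the list alone, 33 and 0 in limma at an unadjusted p under 0.05), with a median log2 fold change of -2.03. In lung versus heart 18 were lower and none was higher (18 and 0 adjusted over the list alone, 26 and 0 in limma at an unadjusted p under 0.05), with a median of -1.08 that turned to 0.09 with CPM, where 1 was lower and 2 were higher. In heart versus liver 11 were lower and 1 was higher (10 and 0 adjusted over the list alone), against 33 and 0 with CPM and 6 and 1 with TMM. The higher member was miR-433, named after its values were seen (1.03, adjusted p = 0.0421, limma; -0.15 with CPM). miR-411 averaged 4676 ± 1344 normalized counts in liver (SD, n = 4), 2616 ± 599 in heart and 933 ± 269 in lung. Its log2 fold change was -2.34 in lung versus liver (adjusted p = 3.56e-05, limma) and -1.52 in lung versus heart (adjusted p = 0.00122), the latter -0.19 and not called with CPM (adjusted p = 0.654, 0.000688 to 0.654 over other settings). miR-379 was -2.01 in lung versus heart (adjusted p = 0.0294). That call ended with CPM, without horse 27 or 34, without the heart of horse 27 or 34, without the lung of horse 32 or 34 and without lung replicate 34 and heart replicate 27 (adjusted p 0.0112 to 0.204 over the libraries left out and 0.362 with CPM).
The X-linked miR-424 and miR-503 cluster was lowest in heart. All 6 tested members were higher in lung than in heart and lower in heart than in liver, and 4 were lower in lung than in liver with none higher, with the same counts adjusted over the list alone and with CPM or TMM. miR-450c averaged 4251 ± 398 in liver, 1109.8 ± 514 in lung and 418 ± 142 in heart (SD, n = 4), a log2 fold change of -3.42 in heart versus liver and 1.38 in lung versus heart (adjusted p = 6.02e-06 and 0.00796, limma), and with CPM -4.58 and 2.67. The call in lung versus heart ended without horse 32 (adjusted p = 0.0540, 0.00446 to 0.0540 over the libraries left out). Of 12 miRNAs of the miR-17 cluster and its paralogs, miR-19b, miR-20b and miR-363 were higher in lung than in heart, miR-18a, miR-20b, miR-106b and miR-363 higher in lung than in liver, and miR-19b and miR-20b lower in heart than in liver, all named after their values were seen. None was called in the other direction, the counts were the same adjusted over the list alone, and CPM gave 10, 5 and 8. None of 7 let-7 miRNAs was called by limma in any comparison, or adjusted over the list alone. At an unadjusted p under 0.05 there was 1, miR-98 in heart versus liver (-0.87, named after its value was seen), while with CPM 5 were higher in lung than in heart and 7 lower in heart than in liver.
Of 5 smooth muscle and mesenchymal miRNAs, miR-143 was higher in lung than in liver (1.01, adjusted p = 0.0200, limma) and in heart than in liver (1.25, adjusted p = 0.00661), also adjusted over the list alone. The first call ended without horse 32 or 34, without the liver of horse 32 or 34 and without the lung of horse 30 or 32, the last of horse 30 by its fold change of 0.96 (adjusted p up to 0.163). The second ended with CPM (0.06), without horse 34 and, by its fold change of 0.92, without horse 32. None of the 5 was called by limma in lung versus heart, or adjusted over the list alone, with 1 lower at an unadjusted p under 0.05 and 2 higher with CPM, where the median turned from -0.41 to 0.92. Of 4 neural and endocrine miRNAs, miR-9a was higher in lung and in heart than in liver, also adjusted over the list alone. In heart versus liver 1 was lower at an unadjusted p under 0.05, and CPM gave 1 higher and 2 lower. In that comparison miR-129b-5p was at -2.44 and not called. It was called lower with CPM (-2.44), a pseudocount of 10 (-1.47), near-identical names summed (-2.44) or without the heart of horse 34 (-2.94). None of the 4 was called by limma in lung versus heart, or adjusted over the list alone, with 1 higher at an unadjusted p under 0.05 and 2 higher with CPM. There miR-9a was -1.61 (adjusted p = 0.210) and was called lower in lung with a pseudocount of 10 (-1.59), without horse 27 (-1.95) and without the liver of horse 27 (-1.61), at adjusted p from 0.0223 to 0.762 over all settings. The endothelial miR-126-5p averaged 435438 ± 161599.7 in lung, 307142 ± 173536 in heart and 142102 ± 26910.4 in liver (SD, n = 4). It was higher in lung than in liver (1.57, adjusted p = 0.00351, also adjusted over the list alone), a call that ended without horse 32 (adjusted p = 0.0515, 0.000979 to 0.0515 over the libraries left out). In lung versus heart it was 0.60 (adjusted p = 0.205) and passed with CPM and without horse 34. In heart versus liver it was 0.97 (adjusted p = 0.0467), passed with TMM, without horse 27 and without heart replicate 27, and turned to -0.23 with CPM.
In the authors' deposited table, the p-values of lung versus liver called 133 of the 256 miRNAs when adjusted over them, 64 higher and 69 lower in lung, and 129 of these were among the 132 called by limma, in the same direction. With all entries in 1 fit, 98, 130 and 119 known miRNAs were called in lung versus heart, lung versus liver and heart versus liver, and with near-identical names summed 100, 133 and 124. Without lung replicate 34 and heart replicate 27 there were 96, 129 and 128, of which 88, 122 and 115 were called with all libraries.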
